# Repurposing an anti‐cancer agent for the treatment of hypertrophic heart disease

**DOI:** 10.1002/path.5340

**Published:** 2019-10-30

**Authors:** Matthew Dukinfield, Eleni Maniati, Louise E Reynolds, Aisah Aubdool, Reshma S Baliga, Gabriela D'Amico, Oscar Maiques, Jun Wang, Kenneth C Bedi, Kenneth B Margulies, Victoria Sanz‐Moreno, Adrian Hobbs, Kairbaan Hodivala‐Dilke

**Keywords:** heart failure, blood vessels, hypertrophy, integrins, angiogenesis, cardiomyocyte, ischaemia, cilengitide

## Abstract

Coronary microvascular dysfunction combined with maladaptive cardiomyocyte morphology and energetics is a major contributor to heart failure advancement. Thus, dually enhancing cardiac angiogenesis and targeting cardiomyocyte function to slow, or reverse, the development of heart failure is a logical step towards improved therapy. We present evidence for the potential to repurpose a former anti‐cancer Arg‐Gly‐Asp (RGD)‐mimetic pentapeptide, cilengitide, here used at low doses. Cilengitide targets αvβ3 integrin and this protein is upregulated in human dilated and ischaemic cardiomyopathies. Treatment of mice after abdominal aortic constriction (AAC) surgery with low‐dose cilengitide (ldCil) enhances coronary angiogenesis and directly affects cardiomyocyte hypertrophy with an associated reduction in disease severity. At a molecular level, ldCil treatment has a direct effect on cardiac endothelial cell transcriptomic profiles, with a significant enhancement of pro‐angiogenic signalling pathways, corroborating the enhanced angiogenic phenotype after ldCil treatment. Moreover, ldCil treatment of Angiotensin II‐stimulated AngII‐stimulated cardiomyocytes significantly restores transcriptomic profiles similar to those found in normal human heart. The significance of this finding is enhanced by transcriptional similarities between AngII‐treated cardiomyocytes and failing human hearts. Taken together, our data provide evidence supporting a possible new strategy for improved heart failure treatment using low‐dose RGD‐mimetics with relevance to human disease. © 2019 The Authors. *The Journal of Pathology* published by John Wiley & Sons Ltd on behalf of Pathological Society of Great Britain and Ireland.

## Introduction

Heart failure affects approximately 26 million people worldwide and is characterised by insufficient cardiac function, poor coronary microvascular reactivity, and maladaptive cardiomyocyte hypertrophy. Despite significant therapeutic advances, none of the current treatment strategies provides long‐term benefit since the disease is associated with a 5‐year mortality of almost 50% 1, 2, 3, 4, 5, 6, 7, 8, 9, 10, 11. Given also that current standard‐of‐care treatments, such as β‐blockers or diuretics, are generally administered indefinitely, can cause serious side effects, and do not fully mitigate heart failure‐related morbidity and mortality, alternative, disease‐modulating solutions are still required.

Integrins are heterodimeric transmembrane adhesion molecules composed of one α‐subunit and one β‐subunit 12. Apart from their roles in adhesion, integrins have also been shown to be allosteric, thus affecting their signalling capacity. The clinical application of inhibiting integrin adhesive functions *in vivo* has proved to be effective (i.e. the anti‐platelet effects of αIIβ3 integrin antagonists), but targeting the vitronectin receptor, αvβ3 integrin 13, 14, appears to be less successful. More recently, however, methods to target the signalling functions of integrins separate from their adhesive roles have emerged, especially for αvβ3 integrin. Interestingly, whilst αvβ3 integrin is expressed at low levels in the normal heart, it is upregulated in endothelial cells and cardiomyocytes of diseased heart 15, 16. Indeed, vascular αvβ3‐targeting probes have been used to image angiogenic areas in damaged heart tissue because αvβ3 is upregulated in angiogenic blood vessels 17, 18, 19, 20. These studies and others have also revealed elevated endothelial αvβ3 expression after myocardial infarction 17, 21. However, targeting αvβ3 signalling without affecting its adhesive function to control hypertrophic heart disease has not been reported previously.

Cilengitide was developed originally as an anti‐angiogenic/anti‐cancer cyclic RGD‐mimetic antagonist of αvβ3 integrin when used at maximally tolerated doses (5–50 mg/kg) 22, 23, 24, 25, 26. In contrast to its antagonistic anti‐adhesive and anti‐angiogenic effects at these doses, we published that low doses of cilengitide (ldCil, 50 μg/kg *in vivo* or 2 nm *in vitro*) enhanced pathological angiogenesis with no apparent effects on quiescent vasculature. Mechanistically, ldCil does not act as an αvβ3‐integrin antagonist and accordingly does not affect cell adhesion or migration, but instead alters αvβ3 signalling to enhance the activation and recycling of the major pro‐angiogenic receptor VEGF‐receptor 2 27. We have exploited these features of ldCil to improve chemotherapy efficacy in cancer models *in vivo* by actually increasing tumour blood vessel number and directly enhancing chemotherapy delivery and metabolism in malignant cells 28. Taken together, these data support ldCil treatment as a strategy to affect αvβ3‐integrin signalling without affecting cell adhesion and migration.

Here we provide evidence to rationalise the repurposing of ldCil for the treatment of heart failure. We show that treatment with ldCil in abdominal aortic constriction, a well‐established mouse model of heart failure, restores cardiac function to near‐normal levels. Indeed, we provide evidence that ldCil treatment enhances cardiac angiogenesis with a correlative increase in endothelial cell activation at the transcriptomic level. In complementary studies involving comparisons with published Illumina and RNA‐Seq data from normal and human heart failure, we show that angiotensin II (AngII) treatment of mouse cardiomyocytes induces many of the transcriptomic changes observed in human heart failure, and that treatment of AngII‐exposed cardiomyocytes with ldCil restores these transcriptomic changes back towards those found in normal human heart transcriptomic profiles. Together, these data indicate that repurposing cilengitide may have salutary impact on human heart failure.

## Materials and methods

### Human heart tissue

Human myocardial tissue was obtained under protocol ethical regulations approved by Institutional Review Boards at the University of Pennsylvania and the Gift‐of‐Life Donor Program (Pennsylvania, USA). Whole hearts and dissected left ventricle cavity were weighed to determine levels of hypertrophy. Transmural myocardial samples were dissected from the mid‐left ventricular free wall. Snap‐frozen tissue samples and formalin‐fixed, paraffin‐embedded (FFPE) sections were provided. Additional details are provided in supplementary material, Supplementary materials and methods.

### Western blotting analysis of human heart tissue

Less than 100 mg of snap‐frozen tissue was lysed in RIPA buffer supplemented with protease inhibitor cocktail (Merck‐Sigma, Gillingham, UK). Tissue was homogenised using a Polytron tissue homogeniser for 30 s followed by centrifugation, for 15 min at 4 °C, to pellet tissue debris. Lysates were subjected to SDS‐PAGE and transferred to nitrocellulose membranes (Amersham Biosciences, Amersham, UK) for western blotting. Blots were probed for β3 integrin (antibody a kind gift from Barry Coller, Rockefeller University; 1:500), succinate dehydrogenase (ab178423, 1:1000; Abcam, Cambridge, UK), pyruvate dehydrogenase (ab131263, 1:1000; Abcam), aconitase (ab129069, 1:10 000; Abcam), and GAPDH (AB2302; Merck, Hoddeston, UK). Densitometric readings of band intensities were obtained using ImageJ software (NIH, USA).

### Immunofluorescence for β3 integrin in human heart tissue

Paraffin‐embedded tissues were dewaxed, blocked in 10% normal goat serum (NGS) and 1% bovine serum albumin (BSA) for 1 h, followed by incubation with anti‐β3 primary antibody (1:200, clone 2C9.G3, 14‐0611‐0685; Fisher Scientific, Loughborough, UK) in blocking buffer (10% NGS, 1% BSA) overnight. Next, sections were incubated for 2 h at room temperature with secondary antibody in blocking buffer (10% NGS, 1% BSA) conjugated to Alexa Fluor® 488 (1:100; Invitrogen, Loughborough, UK), before being immersed in Sudan Black for 15 min to reduce autofluorescence. Sections were washed and mounted in ProLong Gold with DAPI (Invitrogen). Stained sections were imaged on the Zeiss 710 confocal microscope and processed using ImageJ software.

### Studies in mice

All procedures were approved by the Animal Welfare and Ethical Review Board (AWERB) at Queen Mary University of London and were executed in accordance with UK Home Office Animals (Scientific Procedures) Act 1986.

### Abdominal aortic constriction (AAC)

AAC is a common experimental procedure used to elicit pressure overload‐induced heart failure (HF) in murine models. AAC provides a time‐dependent, reproducible model of HF characterised by a significant rise in left ventricular weight, deleterious myocardial dilation and a reduction in cardiac inotropy, and rise in myocardial fibrosis. Physiologically, this mimics some of the clinical features of human aortic stenosis. In an effort to ensure reproducibility amongst AAC surgeries, only male mice weighing between 20 and 22 g (correlating to 4–5 weeks of age) (Charles River, Harlow, UK) were used. Additional details are provided in supplementary material, Supplementary materials and methods.

### Cilengitide administration

Cilengitide (Bachem, Bubendorf, Switzerland) was stored as a 2 m solution in saline at −20 °C prior to use, before thawing and serial diluting to an appropriate concentration with sterile saline for use. Injections were administered three times per week at the indicated doses intraperitoneally (i.p.). Low‐dose cilengitide (ldCil) is classified as 50 μg/kg 27.

### Echocardiography

Cardiac function was assessed by transthoracic echocardiography using a VisualSonics Vevo 770 30‐MHz transduction probe (VisualSonics, Amsterdam, The Netherlands). Additional details are provided in supplementary material, Supplementary materials and methods.

### Mean arterial blood pressure (MABP)

Blood pressure was recorded in anaesthetised mice via intra‐arterial cannulation of a carotid artery 6 weeks post‐AAC surgery, using a Microtip pressure catheter (Millar Instruments, Oxford, UK). MABP was then averaged across a 30 s period using MATLAB analysis. Additional details are provided in supplementary material, Supplementary materials and methods.

### Immunofluorescence for wheat germ agglutinin (WGA) and CD31 and measurement of cardiomyocyte size and blood vessel density

Immunofluorescence for WGA (W11261; Invitrogen) and endomucin (sc‐65 495, clone V7C7; Santa Cruz, Insight Biotechnology Ltd, Wembley, UK) was performed on 5 μm snap‐frozen heart sections. Additional details are provided in supplementary material, Supplementary materials and methods.

### Cardiac endothelial cell isolation

Primary mouse endothelial cells were isolated from the whole hearts of 3‐ to 7‐day‐old C57/BL6 mice as described previously 29.

### Cardiomyocyte cell isolation

Primary mouse cardiomyocytes were isolated from the whole hearts of 1‐ to 3‐day‐old C57/BL6 wild‐type mice. Additional details are provided in supplementary material, Supplementary materials and methods.

### Western blot analysis of cardiomyocytes

Cardiomyocytes were prepared and treated as above. Cells were lysed with RIPA buffer and 20 μg of protein was loaded onto 10% gels. Membranes were probed for succinate dehydrogenase (ab178423; Abcam), pyruvate dehydrogenase (ab131263; Abcam), aconitase (ab129069; Abcam), and GAPDH (AB2302, 1:5000; Millipore). Densitometric readings of band intensities were obtained using ImageJ software.

### RNA analysis by RT‐qPCR and RNA‐Seq

RNA was extracted from cells using the RNeasy mini kit according to the manufacturer's instructions ( Qiagen UK, Manchester, UK). For whole hearts, less than 100 mg of tissue was lysed with RLT lysis buffer ( Qiagen) in a QIAshredder (Qiagen) for 10 min. Tissues were processed with the RNeasy mini kit. Complementary DNA (cDNA) synthesis was carried out using the Applied Biosystems High Capacity cDNA Reverse Transcription (RT) Kit (Thermo Fisher Scientific Paisley, UK) according to the manufacturer's instructions; 600 ng of mouse tissue/cells cDNA and 1000 ng of human heart tissue cDNA were used for qPCR using sample cDNA (FAM‐tagged), an internal control *Gapdh* (VIC‐tagged), and specific TaqMan probes. qPCR was carried out using the TaqMan Universal PCR Master Mix (PE Applied Biosystems, Thermo Fisher Scientific) in a 96‐well plate. 160 ng of cDNA from each sample was amplified using qPCR across 40 cycles. Target mRNA was normalised to *Gapdh* (*HPRT1* if human), and the expression level of each gene was determined relative to the initial experimental controls using the 2^−ΔΔCT^ method.

### RNA‐Seq analyses and comparison with human heart data

RNA‐Seq was performed by Barts and the London Genome Centre on the Illumina NextSeq 500 platform. Additional details are provided in supplementary material, Supplementary materials and methods.

## Results

### β3‐integrin expression is elevated in human dilated and ischaemic cardiomyopathies

To test the utility of low‐dose cilengitide (ldCil) in the treatment of heart failure, we first examined the expression of its target, β3 integrin, in human non‐failing heart, non‐failing hypertrophic heart, and dilated and ischaemic cardiomyopathies. Western blotting for β3‐integrin expression in human left ventricular biopsy lysates from separate patients indicated that although there were no differences in the β3‐integrin levels between non‐failing and non‐failing hypertrophic hearts, significantly elevated levels were observed in both human dilated and ischaemic cardiomyopathies when compared with non‐failing heart tissue (Figure 1A). Immunostaining for β3 integrin showed that β3 integrin was present in human non‐failing, dilated, and ischaemic hearts but less so in non‐failing hearts with hypertrophy, corroborating the western blotting results (Figure 1B). Taken together, these data suggest that β3 integrin is present in human heart failure tissue and thus could provide a possible target for treatment. The pathological features of the human tissue were identified by H&E and Masson's Trichrome staining of the FFPE sections (supplementary material, Figure S1).

**Figure 1:**
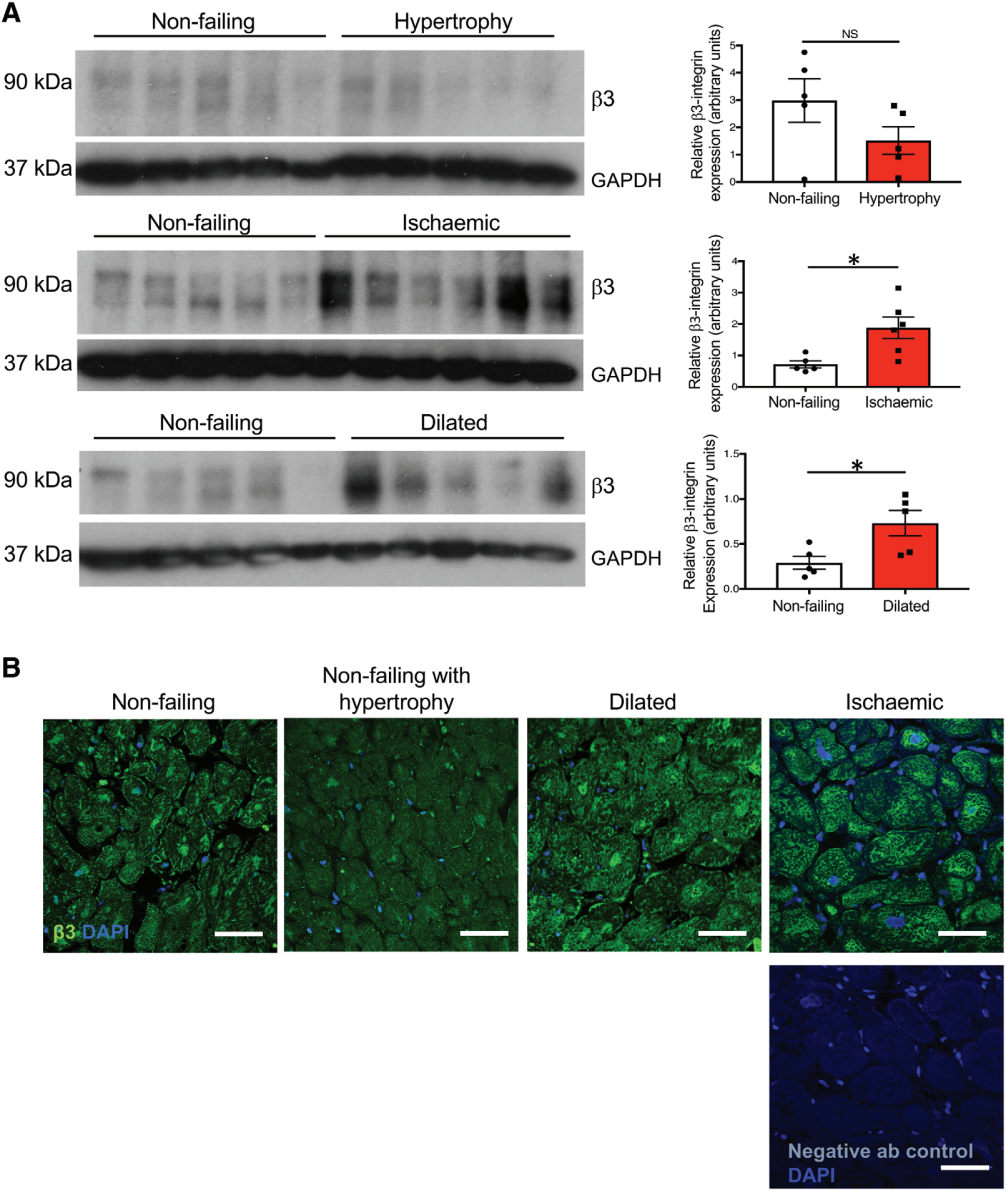
β3‐integrin expression is upregulated in human dilated and ischaemic cardiomyopathy. (A) Western blotting analysis of β3 integrin in protein lysates from human non‐failing heart, non‐failing heart with hypertrophy, and dilated and ischaemic myocardium. GAPDH was used as a loading control. Bar charts show mean densitometric readings ± SEM. *N*, 5 or 6 individual patient samples. (B) Immunofluorescence reveals β3‐integrin expression in sections of human non‐failing heart with an apparent increase in dilated and ischaemic hearts, but less in non‐failing heart with hypertrophy. The non‐specific primary antibody control showed minimal background level staining. *N*, four individual patient samples per group. Scale bar = 50 μm. Student's *t*‐test, *p < 0.05.

### Experimental heart failure in mice

Abdominal aortic constriction (AAC) surgery in mice recapitulates the salient features of human heart failure including pressure overload‐induced left ventricular cardiac hypertrophy and fibrosis 30, 31 and provides a model to test new therapeutic strategies for the treatment of this condition. Previous work has shown that treatment with ldCil is sufficient to enhance pathological angiogenesis in cancer models 27. Thus, we hypothesised that ldCil treatment may enhance cardiac angiogenesis and blood flow after AAC surgery, and thereby provide a strategy to correct the pathobiology of heart failure.

Cardiac function was measured by fractional shortening (FS %) first in a prevention mode experimental trial. Cilengitide, or vehicle alone as a control, was administered to mice three times a week for 7 weeks immediately after sham or AAC surgery. At the experimental endpoint (7 weeks post‐surgery), mice that had undergone AAC surgery and had been treated with vehicle alone showed significantly reduced fractional shortening compared with mice that had had sham surgery with vehicle treatment. Administration of ldCil (50 μg/kg) after sham surgery also had no significant effect on fractional shortening. In contrast, treatment of mice with 50 μg/kg ldCil, but not a higher dose of 500 μg/kg, rescued the effect of AAC surgery and restored fractional shortening to that observed in sham‐treated mice (Figure 2A,B). These data suggested that treatment of mice immediately after AAC surgery with ldCil, at a dose similar to that which enhanced pathological angiogenesis in cancer models 27, was sufficient to rescue adverse heart failure effects in fractional shortening.

**Figure 2:**
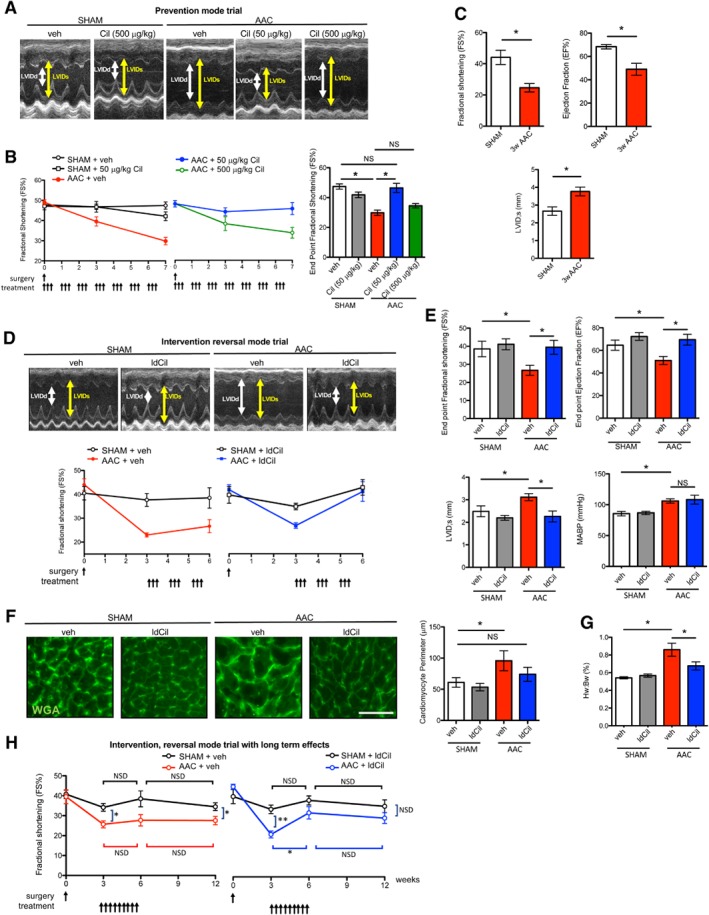
Low‐dose cilengitide treatment restores the effect of pressure overload induced by abdominal aortic constriction. (A) Wild‐type mice underwent either sham or abdominal aortic constriction (AAC) surgery and were treated with either cilengitide (Cil, 50 or 500 μg/kg) or vehicle alone immediately after surgery in a preventative mode trial. Representative endpoint echocardiographic images in vehicle and Cil‐treated sham‐surgery or AAC‐surgery mice (*n*, seven mice per group). Double‐headed arrows, LV internal diameter at diastole (LVIDd) and systole (LVIDs). (B) Treatment of mice with 50 μg/kg, but not 500 μg/kg, cilengitide corrected the fractional shortening effects after AAC surgery. Line graphs show summary fractional shortening (FS %) analysis over time, and the bar chart the endpoint FS % from the mice treated in A. (C) Three weeks after AAC surgery, both FS % and the ejection fraction (EF %) were reduced, whilst left ventricular internal diameter (during systole) (LVID;s) was enhanced compared with sham controls (*n*, five mice per group). (D) Treatment of mice with ldCil rescued the fractional shortening effects of AAC surgery in an intervention mode trial. Wild‐type mice underwent either sham or AAC surgery and 3 weeks after surgery, were treated with either vehicle alone or 50 μg/kg Cil (low‐dose cilengitide, ldCil) three times a week for 3 weeks. Representative endpoint echocardiographic images in sham‐surgery or AAC‐surgery mice treated with either vehicle or ldCil from week 3 to week 6 post‐surgery (*n*, seven mice per group). Line graphs, summary fractional shortening (FS %) over time. (E) Functional parameters from mice in D: endpoint FS %, EF %, and LVID;s were rescued after ldCil treatment in mice after AAC surgery. Mean arterial blood pressure (MABP) was not affected by ldCil treatment (*n*, three mice per group). (F) Sections of myocardium from mice in D stained with fluorescence‐labelled wheat germ agglutinin (WGA) to detect cell perimeters. Image analysis of cardiomyocyte perimeter indicates that treatment with ldCil was sufficient to rescue the myocyte size defect compared with mice with sham surgery (*n*, three mice per group). (G) Heart weight normalised to body weight across treatment groups (*n*, seven mice per group). (H) Treatment with ldCil provided sustained recovery after AAC surgery. Wild‐type mice underwent either sham or AAC surgery. From 3 to 6 weeks, post‐surgery mice were either treated with ldCil or given vehicle alone as control, and fractional shortening was measured at 0, 3, 6, and 12 weeks post‐surgery. Line graphs, summary FS % over time. At 3 weeks post‐AAC surgery, FS % was significantly reduced in mice after AAC surgery and this effect did not recover in mice given vehicle alone. In contrast, mice treated with ldCil from 3 to 6 weeks post‐AAC surgery showed recovery in FS % that was sustained for 6 weeks after treatment cessation (*n*, three to six mice per group). Mean ± SEM. Statistical analysis in B–G: one‐way ANOVA with Tukey's *post hoc* analysis. Statistical analysis in H: non‐parametric test Mann–Whitney. *p < 0.05' **p < 0.01. NS, not significant. Scale bar in F = 20 μm.

We tested the effect of ldCil in a more clinically‐relevant intervention reversal study starting treatment 3 weeks after AAC surgery, i.e. after heart failure symptoms were established. Three weeks post‐AAC surgery, FS % and the ejection fraction (EF %) were significantly reduced, while left ventricle systole (LVID) was increased, compared with mice that had undergone sham surgery (Figure 2C). To test the effect of ldCil treatment, mice underwent either sham or AAC surgery and 3 weeks later were treated with either vehicle or ldCil three times a week for 3 weeks. At the end of treatment, although vehicle treatment had no apparent modifying effects, ldCil treatment rescued the effects on endpoint FS %, EF %, and LVID (Figure 2D,E). Importantly, these effects were independent of changes in mean arterial blood pressure (MABP) (Figure 2E). In addition to these functional features, mice that have undergone AAC surgery typically exhibit adverse effects of enhanced cardiac hypertrophy with concomitant increased heart‐to‐body weight ratios 30, 32. Wheat germ agglutinin (WGA) binds to cell membrane glycoproteins and is used to determine the cross‐sectional sizes of myocytes as a measure of cardiomyocyte hypertrophy 33. Cardiomyocyte perimeter measurements in WGA‐stained sections of heart from experimental endpoints were reduced in ldCil‐treated mice after AAC surgery, compared with vehicle (Figure 2F). Further, ldCil treatment blunted increases in heart‐to‐body weight ratios in mice after AAC surgery (Figure 2G). Thus, in this intervention mode study, ldCil treatment restored cardiac function and structure in the AAC model of heart failure to levels observed with sham surgery.

To test whether ldCil treatment efficacy was maintained, even after treatment cessation, mice were given ldCil or vehicle from weeks 3 to 6 post‐sham or AAC surgery and the effects on cardiac contractility were assessed up to 12 weeks post‐surgery. The results indicated that FS % was not significantly altered between 3 and 6 weeks or between 6 and 12 weeks post‐sham surgery in either vehicle alone or ldCil‐treated mice. As expected, fractional shortening was significantly reduced in vehicle‐treated mice after AAC surgery. This reduction in FS % was sustained up until the 12‐week endpoint, indicating the persistent long‐term effects of AAC surgery in mice receiving vehicle alone. In contrast, treatment with ldCil elevated fractional shortening significantly between 3 and 6 weeks after AAC surgery. This phenotypic rescue was sustained up until 12 weeks post‐surgery, at which point there was no significant difference between ldCil treatment of mice that had undergone sham or AAC surgery (Figure 2H). Thus, intervention treatment with ldCil is sustained after cessation of treatment, is disease‐modifying, and potentially provides an advantage over current treatment strategies.

### Treatment with low‐dose cilengitide enhances cardiac angiogenesis *in vivo*

We examined the physiological and molecular changes associated with the effect of ldCil in the AAC model. Since heart failure is associated with reduced blood flow to the heart, and we have published previously that ldCil can increase blood vessel density in pathological angiogenesis 27, we examined cardiac capillary density after AAC surgery. At 2, 3, and 6 weeks post‐AAC surgery, heart sections were immunostained for CD31 antibody to detect blood vessels, and the number of blood vessels per field of view was assessed. Capillary density was not affected in the heart after AAC (supplementary material, Figure S2). In contrast, ldCil treatment significantly enhanced cardiac blood vessel density in mice after AAC surgery but had no significant effect in mice that had undergone sham surgery (Figure 3A). Interestingly, this dose of 50 μg/kg cilengitide was the same dose that enhanced tumour angiogenesis in previous studies 27, 28. The data indicate that the elevated cardiac function induced by treatment with ldCil after AAC surgery was associated with enhanced cardiac blood vessel density. RNA‐Seq analysis, to define transcriptomic profiles of mouse cardiac endothelial cells treated with ldCil for 24 and 48 h, identified 54 concordantly differentially‐expressed genes following 24 and 48 h of ldCil treatment (Figure 3B and supplementary material, Figure S3). Indeed, common differentially‐upregulated genes at both 24 h and 48 h of ldCil treatment included several known or putative pro‐angiogenic or cardioprotective regulators such as *Csf2rb* 34, *Eln* 35, *Nov* (encoding a known ligand of αvβ3 integrin 36), *Ccl7* (*CCL7* known to improve cardiac repair 37), *Mt2* 38 *Socs2* 39 *Fgf23* (known to protect against cardiac dysfunction 40), *Slc30a1* 41 *Col6a3* 42 *Mt1* 43, *Ggt5* 44 and *Adam8* 45. Furthermore, enrichment analysis of RNA‐Seq data, at both time points, showed significant increases in the gene sets involved in mitosis, DNA repair, and cell cycle – all features of enhanced angiogenesis and the myocardial response to injury/pressure overload (Figure 3C).

**Figure 3:**
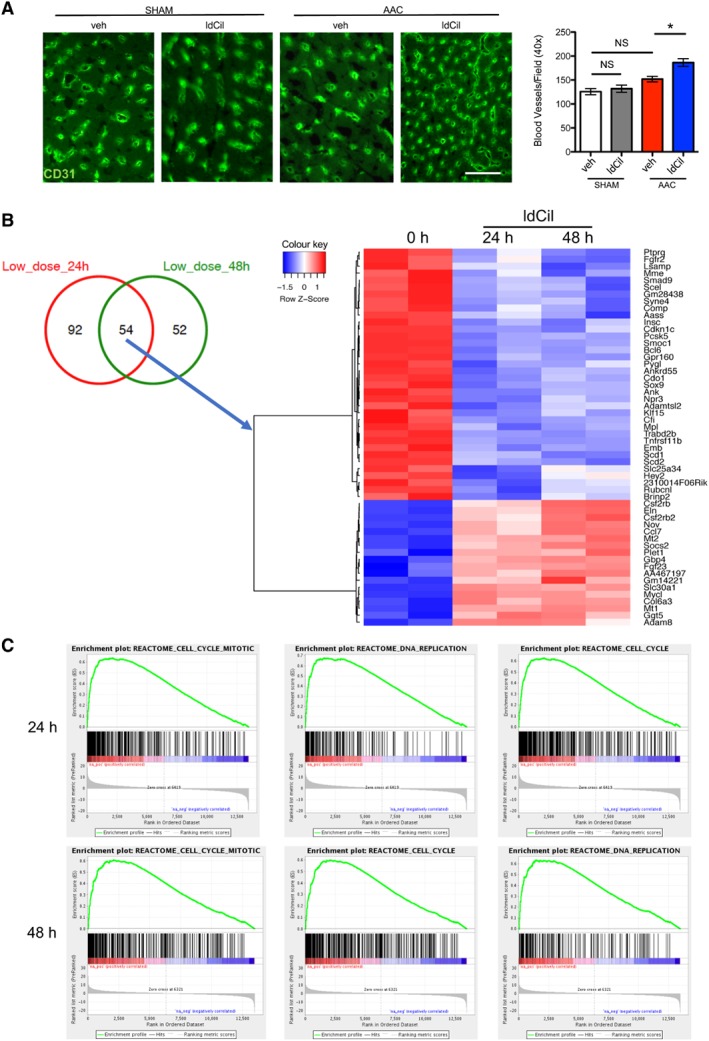
Treatment with low‐dose cilengitide enhances cardiac blood vessel density *in vivo* and stimulates cardiac endothelial cell DNA‐replication, mitosis, and cell‐cycle transition transcriptional profiles. (A) Wild‐type mice underwent either sham or AAC surgery and were treated with ldCil or vehicle control for 3 weeks. Representative immunofluorescence images of myocardium stained for the endothelial cell marker CD31. Treatment with ldCil enhanced blood vessel density (BVD) in the myocardium of mice after AAC but not sham surgery. Mean ± SEM. One‐way ANOVA with Tukey's *post hoc* test; *p < 0.05. NS, not significant. (B) Duplicate preparations of mouse cardiac endothelial cells were treated for 0, 24 or 48 h with ldCil and RNA‐Seq was performed. Heatmap of differentially expressed (DE) up‐ and down‐regulated transcripts in cardiac endothelial cells treated with ldCil. Results are shown for duplicate samples. Fifty‐four DE genes were concordant at 24 and 48 h ldCil treatment compared with control. (C) Enrichment analysis of RNA‐Seq data demonstrates that treatment of cardiac endothelial cells significantly enriches for cell cycle, DNA replication, cell cycle, mitosis, and DNA strand elongation pathways – all involved in cell proliferation, a key process in angiogenesis.

### ldCil treatment restores the transcriptomic profiles in the AngII‐stimulated model of cardiac hypertrophy similar to those found in non‐failing human heart

Previous studies have identified that angiotensin II (AngII) treatment of cardiomyocytes mimics many features of hypertrophy observed in heart failure *in vivo* 46. The direct effect of ldCil on cardiomyocytes was examined: AngII‐stimulated cardiomyocytes in culture exhibited a significant increase in cell size, supporting the previously published effects on hypertrophy and corroborating the use of AngII stimulation of cardiomyocytes as a model for hypertrophy (supplementary material, Figure S4) 46. Another key feature of hypertrophy observed in both human heart failure and AngII‐treated mouse cardiomyocytes is the enrichment of foetal‐like gene programmes involved in cardiac remodelling 47, including upregulation of hypertrophic markers such as *Myh7*. Importantly, additional treatment with ldCil restored *Myh7* levels back to untreated levels (supplementary material, Figure S5). These data not only validated the utility of AngII stimulation of cardiomyocytes as a model for hypertrophy but also indicated that ldCil has a direct effect on cardiomyocytes to restore this feature of hypertrophy. Additionally, RNA‐Seq transcriptome analysis demonstrated that AngII stimulation of cardiomyocytes resulted in significant differential expression changes in multiple genes (Figure 4A,B). 

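RNA-Seq was performed on primary cardiomyocytes isolated from the hearts of mouse pups aged 1 to 3 days. The cells were kept for 5 days, starved for 24 h in 0.5% FBS, treated from day 6 and harvested on day 8. AngII, a peptide hormone that makes cultured cardiomyocytes enlarge, was given at 1 µM. Cilengitide, a cyclic peptide known at high doses as a blocker of αvβ3 integrin, was given at 20 nM, the dose called ldCil here. There were 3 control libraries from saline-treated cells (S1, S2 and S3), 4 AngII libraries (S5, S6, S7 and S8), 4 ldCil libraries (S9, S10, S11 and S12) and 4 AngII + ldCil libraries (S13, S14, S15 and S16). The submitters name HISAT2 for alignment to the GRCm38 (mm10) mouse genome and HTSeq for counting. The versions of both tools are not given in the sources used here. Each value is a log2 RPKM (reads scaled to transcript length and library size) after the authors' conditional quantile normalisation. This adjusts each library for gene length and GC content and brings the libraries towards a common distribution. All 15 libraries have the same 75th percentile, 4.93, over the genes listed. Their lowest values differ, from −6.48 in S9 to −2.82 in S8. The values hold no read counts, so the depth of each library is unknown and no counting interval can be given. Genes were tested if their mean log2 RPKM over the 15 libraries was at least 0, which left 12848 genes. A linear model with 1 mean per group was fitted to all 15 libraries with limma, with a spread that follows the expression level, and p-values were adjusted by the Benjamini-Hochberg method. Neither the labels nor the paper's text says that the replicates are separate cultures, so the p-values measure only the spread between these libraries, which may be technical. With changes added to the residuals of the real libraries, this test found 47 of 100 genes changed by a log2 fold of 1 between AngII and control. It found 91 of 100 changed by a log2 fold of 2. Residuals cancel out within each group, so these folds carried no sampling error and the counts do not calibrate the test. Cardiomyocyte genes were the most abundant markers. Actc1, the cardiac actin, had a mean log2 RPKM of 11.7 ± 0.16 (SD, n = 15), Myh6, the alpha myosin heavy chain, 11.2 ± 0.178 and Tnnt2, cardiac troponin T, 11.1 ± 0.195. RNA of other heart cells was present too. The fibroblast genes Sparc, Col1a1 and Col1a2 had means of 10.2, 9.81 and 9.07, and the smooth muscle genes Acta2, Pln (also made by cardiomyocytes) and Tagln had means of 10.1, 10.0 and 8.58. The macrophage genes Lyz2, Cd68 and Ctss had means of 7.37, 4.06 and 3.8, the epicardial genes Krt18, Aldh1a1 and Krt19 6.38, 5.19 and 3.70, and the endothelial genes Eng, Ptprb and Flt1 5.90, 4.24 and 3.99. The neuronal genes Tubb3, Dbh and S100b had means of 4.07, 1.93 and 0.87, and 0 of 10 erythroid genes were among the genes tested. The libraries did not separate by treatment along the first principal component, which held 49.0% of the variance, with 23.6% of its own variance between the groups. The control libraries S1 and S3, the AngII library S5 and the ldCil libraries S9 and S10 had scores from 37.3 to 48.0, while S6, S7, S11, S12 and S15 had scores from −42.0 to −38.0. In between lay the control library S2 at 14.0, the AngII library S8 at −9.92 and the AngII + ldCil libraries S13, S14 and S16 at 4.44, 5.12 and −24.7. The labels used here name nothing other than treatment that sets these libraries apart. The correlation across genes between 2 libraries was 0.888 to 0.992 within groups and 0.879 to 0.994 between groups, where genes are not independent replicates.

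**Figure D1:**
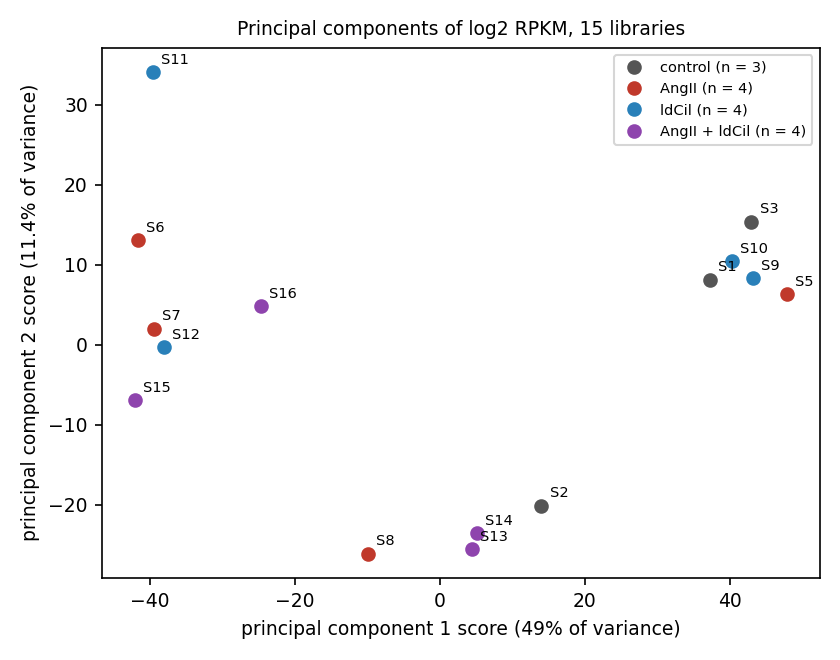
Each point is 1 of the 15 libraries, placed by its scores on the first (x axis) and second (y axis) principal components of log2 RPKM over the 12848 genes tested, and coloured by treatment. Libraries of 1 treatment lie far apart, as with the AngII libraries S5 at 48.0 and S6 at −41.7 on the first component.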

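In AngII-stimulated cardiomyocytes, genes of the cell's response to amino acid shortage and protein folding stress had the smallest p-values among the genes below control levels. Ddit3, which encodes the stress transcription factor CHOP, had a log2 fold change of −0.67 (standard error 0.145), from a log2 RPKM of 5.65 in control cells (n = 3) to 4.98 with AngII (n = 4). Asns, which encodes asparagine synthetase, had a log2 fold change of −0.71 (standard error 0.164), and Trib3, a pseudokinase induced by CHOP that binds Akt, one of −1.55 (standard error 0.385). Cgnl1, a cell junction gene, and Hspa9, a mitochondrial chaperone, followed at −0.61 and −0.39. On the other side, Rln1, a relaxin, stood 2.10 (standard error 0.419) above control, Il17d, a cytokine, 2.23 (standard error 0.472), Cables1 1.74, the kinase Dclk2 1.45 and the long non-coding RNA Lockd 1.41. In control cells Rln1 and Il17d had low values, at log2 RPKM of −1.23 and −0.92. Rln1 was about as far above control in cells given ldCil without AngII. Of the 12848 genes tested, 118 passed an unadjusted p under 0.01, 70 of them higher and 48 lower with AngII, where chance gives 128. None passed an adjusted p under 0.05 from limma (smallest adjusted p = 0.782), and 776 had an unadjusted p under 0.05, where chance gives 642. The 22 genes of Fig. 4A all had an unadjusted p under 0.01 and the direction the figure shows, 9 higher and 13 lower, with a median absolute log2 fold change of 0.56 (0.33 to 1.10) and an adjusted p of 0.782 from limma. Among them, Tbx3, a transcription factor of the cardiac conduction system, had a log2 fold change of −1.10 (standard error 0.298), Decr2, a peroxisomal enzyme of fatty acid breakdown, −0.70 (standard error 0.191), and Plpp1, a lipid phosphatase, 0.68 (standard error 0.188). Tiam1, an activator of Rac1, was at −0.62, Cyb5r1 at −0.51, Gm7658, a processed pseudogene, at 0.57 and Leo1, a subunit of the PAF1 transcription complex, at 0.33. Libraries did not overlap in 22 of the 22 genes, where chance gives 5.71% of genes, and 22 passed when adjusted over the list alone. The paper chose these genes on the same libraries, so this count is not independent evidence. The number of genes at an unadjusted p under 0.01 was 50 without S1, 40 without S3, 281 without S5, 54 without S6, 55 without S7 and 197 without S8, and of the 22 genes 5 passed without S1, 2 without S3, 9 without S6, 11 without S7 and 11 with only the groups compared in the fit. With each library weighted by its scatter in limma, 6245 genes passed an adjusted p under 0.05, 22 of the 22 among them. Weights were 7.01 for S1, 0.974 for S2 and 1.64 for S3, and 0.113, 1.65, 3.39 and 0.363 for S5, S6, S7 and S8. The comparison thus rested mostly on S1 against S6 and S7, far from S1 on the first principal component. No regrouping is given with library weights, here or below, so p-values from them are uncalibrated. With the first component of the residuals as a covariate, chosen after seeing the data, 285 genes passed that threshold. This covariate left the folds unchanged and removed part of the spread used as error, which lowers p-values by construction.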

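Lppos and Rasa4 stood higher, and Nlgn2 and Otub2 lower, in AngII-stimulated cardiomyocytes than in control cells at an unadjusted p under 0.01, and the adjusted p of each was 0.782 from limma. Lppos (ENSMUSG00000097867.1) is annotated as a long intergenic non-coding RNA on the minus strand of chromosome 16 of GRCm38, from 24391612 to 24393588, antisense to the protein-coding gene Lpp. Its log2 RPKM was 1.96 ± 0.29 (SD, n = 3) in control cells and 2.86 ± 0.141 (SD, n = 4) with AngII, a log2 fold change of 0.90 (standard error 0.271). Rasa4, which encodes a GTPase-activating protein that switches off RAS, lies on the plus strand of chromosome 5 from 136083916 to 136111860. Its log2 RPKM was 2.76 ± 0.177 in control cells and 3.49 ± 0.278 with AngII, a log2 fold change of 0.73 (standard error 0.197). The AngII library S5, at 3.09, lay below the other AngII libraries, which lay between 3.52 and 3.68. Nlgn2, which encodes neuroligin 2, an adhesion protein of inhibitory synapses, lies on the minus strand of chromosome 11 from 69823122 to 69837784. Its log2 RPKM was 3.28 ± 0.286 in control cells and 2.54 ± 0.079 with AngII, a log2 fold change of −0.75 (standard error 0.245). Otub2, which encodes an enzyme that removes ubiquitin from proteins, lies on the plus strand of chromosome 12 from 103388682 to 103406350. Its log2 RPKM was 3.73 ± 0.25 in control cells and 3.00 ± 0.141 with AngII, a log2 fold change of −0.73 (standard error 0.209). In all 4 genes no AngII library overlapped a control library (2-sided exact permutation test, p = 0.0286 for Lppos, Nlgn2 and Otub2 and p = 0.0571 for Rasa4). They were chosen by the paper on these libraries, so the test is not independent evidence.

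**Figure D2:**
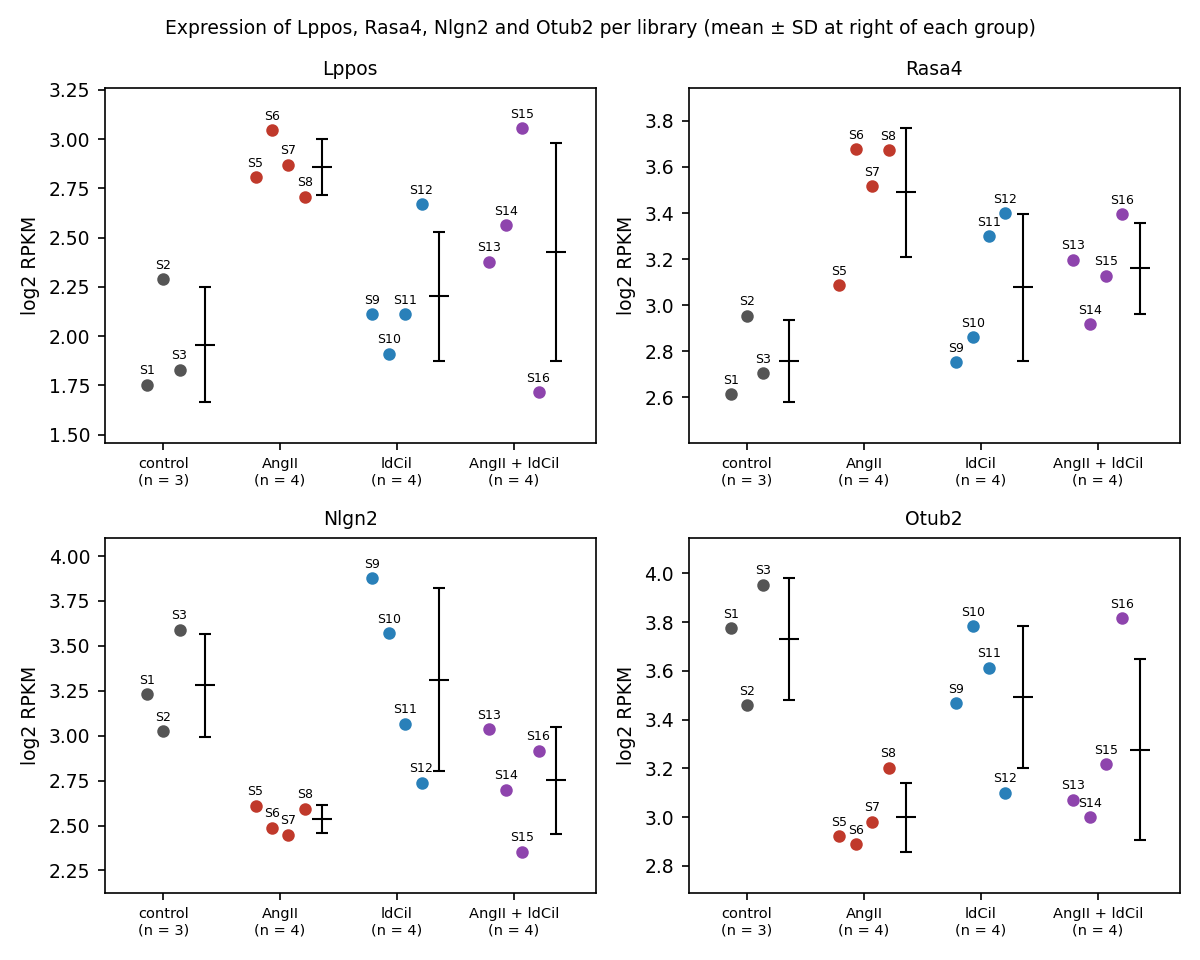
Each panel shows 1 gene. Points are the log2 RPKM (y axis) of single libraries by treatment (x axis), and the black bar beside each group is its mean ± SD. The AngII libraries (n = 4) lie above the control libraries (n = 3) for Lppos and Rasa4 and below them for Nlgn2 and Otub2, and the AngII + ldCil libraries overlap both groups for Lppos, from 1.72 in S16 to 3.05 in S15.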

Some of the most significantly differentially expressed genes included the upregulation of LIM domain containing preferred translocation partner (*Lppos*), the haploinsufficiency of which has been reported to be involved in developmental heart defects 48; *Rasa4*, RAS p21 protein activator1, which has been shown to regulate cardiac fibroblast activation, although no known function in cardiomyocytes has been reported to date 49; and the downregulation of neuroglin 2 (*Nlgn2*) polymorphisms, which have been shown to be associated with blood pressure changes 50; whilst *Otub2*, which encodes the ovarian tumour domain (OTU)‐containing subfamily of deubiquitinating enzymes, has been associated with multi‐systemic human disorders including heart failure 51. 

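With ldCil added to AngII, the 22 genes of Fig. 4A lay between their AngII and control levels. A median of 51.2% of the AngII fold was left (14.8% to 71.0%), and 12 of the 22 had over 50% left. Both folds share the control libraries, and for genes at an unadjusted p under 0.01 in drawn regroupings of the libraries the median left was 58.5%. Ttll5, which encodes an enzyme that modifies tubulin, went from a log2 fold change of −0.42 with AngII to −0.06 with AngII + ldCil (standard error 0.135 for both), and Decr2 had a log2 fold change of −0.18 with AngII + ldCil. Against control, Ttll5 was at 0.014 without S2 and 0.024 with library weights, and Leo1 at −0.013 with library weights, on the other side. Tbx3 remained at −0.55 against control, Lppos at 0.47, with 2.43 ± 0.554 (SD, n = 4), and Rasa4 at 0.40, with 3.16 ± 0.198. Otub2, at −0.45 (3.28 ± 0.371), and Nlgn2, at −0.53 (2.75 ± 0.299), had an unadjusted p just under 0.05 against control (0.0475 and 0.0482 from limma). The other 20 genes had one over 0.05. The adjusted p ranged from 0.849 to 0.943 from limma. Compared directly with AngII, all 22 genes lay on the control side of their AngII level, by a median absolute log2 fold change of 0.27 (0.20 to 0.55). Tbx3 was 0.55 above AngII alone, Decr2 0.52, Tiam1 0.41 and Ttll5 0.36, while Lppos was at −0.43, Plpp1 at −0.39 and Rasa4 at −0.33. 8 of the 22 had an unadjusted p under 0.05 in this comparison, among them Decr2, Ttll5, Sgpp1, Leo1, Zcchc7 and Prps1, and the adjusted p was 1 from limma. AngII + ldCil libraries did not overlap AngII libraries in 7 of the 22 genes, where chance gives 2.86% of genes, nor control libraries in 5, where chance gives 5.71%. None of the 22 passed in either comparison when adjusted over the list alone. Fig. 4B shows genes chosen on these libraries for an unadjusted p under 0.01 with AngII and over 0.05 with AngII + ldCil, so these counts are not independent evidence of a return to control levels. Against control, 6 of the 22 genes had an unadjusted p under 0.05 without S16, 5 without S2, 6 with only the groups compared in the fit and 15 with library weights (11 of them at an adjusted p under 0.05), and without S3, S6, S7, S8 or S15, 0 did. Otub2 and Nlgn2 were also both over 0.05 without S1, S5, S11 or S14, and both under it without S2, S12 or S16. In the direct comparison the 8 became 5 without S5, S7 or S16, 4 without S6, 3 without S13 or S14 and 5 with only the groups compared in the fit, while with library weights it was 19, 15 of them at an adjusted p under 0.05.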

Treatment with ldCil restored the statistically significant transcriptomic alterations induced by AngII back to control treated cardiomyocyte levels for all the candidates shown (Figure 4A,B). 

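In AngII-stimulated cardiomyocytes, genes of mitochondrial respiration and cardiac contraction stood higher as groups. Genes of the interferon response, the PERK-ATF4 stress response, the cytosolic ribosome and cholesterol synthesis stood lower. The interferon, cytosolic ribosome and cholesterol lists were also called lower with ldCil alone (medians −1.27, −0.26 and −0.26), so their lower values were not limited to AngII. Of 38 lists of genes written from textbook knowledge, 13 had an adjusted p under 0.05 from limma's camera, which compares a list with all other genes, 8 higher and 5 lower, and 14 had one under 0.1. With the correlation between genes estimated for each list in place of the preset 0.01, 0 lists passed (smallest adjusted p = 0.522 with an estimated correlation), 0 passed by fry and 13 passed by fgsea. The lists passing by fgsea were not all the same ones. Fatty acid oxidation (adjusted p = 0.0676 from fgsea) and cholesterol synthesis (0.068) did not pass. Pyruvate metabolism and cardiomyocyte markers (both 0.0473 from fgsea) did. All 23 genes of the interferon response, which cells switch on against viral nucleic acid, were lower with AngII (median log2 fold change −2.24, adjusted p = 8.01e-13 and 0.636 with an estimated correlation). Of these, 5 had an unadjusted p under 0.05, among them Irf7, a regulator of interferon genes, at −3.75 (standard error 1.64), Psmb8 at −2.26, Irf9 at −0.999 and Ifit2 at −0.86. The mean of this list, relative to all libraries, was 1.99 to 2.58 in the control libraries S1 and S3, the AngII library S5 and the ldCil libraries S9 and S10, and −1.85 to 0.39 in the other 10. Of 29 genes of the PERK-ATF4 response, 18 were lower (median log2 fold change −0.17, adjusted p = 8.49e-05 and 0.522 with an estimated correlation), and 7 of these fell when adjusted over the list alone, among them Mthfd2, a mitochondrial folate enzyme, at −0.89 (standard error 0.24). The mean of the list was lower in each AngII library than in each control library (difference −0.38, 2-sided exact permutation test, p = 0.0286, adjusted p = 0.362 over the 38 lists). Without S2 its median was −0.26. The exact permutation test gave p = 0.114 for the interferon response, 0.429 for cytosolic ribosomal proteins, 0.429 for cholesterol synthesis, 0.114 for fatty acid oxidation, 0.343 for adult cardiac contraction and calcium handling and 0.0571 for the mitochondrially encoded genes. Of 83 cytosolic ribosomal protein genes, 78 were lower (median log2 fold change −0.24, adjusted p = 6.12e-08 and 0.741 with an estimated correlation), with Rpl13a at −0.45 (standard error 0.198). This median was −0.47 without S5, −0.13 without S6 and −0.14 without S7. Of 22 genes of cholesterol synthesis, 18 were lower (median −0.20, adjusted p = 0.0304 and 0.741 with an estimated correlation). This call ended without S2, S5, S6 or S7, with medians of −0.17, −0.15, −0.10 and −0.14, and the median was −0.34 without S8. Of 23 genes of fatty acid oxidation, 21 were higher (median 0.20, adjusted p = 0.0221 and 0.741 with an estimated correlation), with Fabp3, which carries fatty acids in muscle, at 0.63 (standard error 0.24). This call ended without S1, S3, S5 or S7, with medians of 0.13, 0.14, 0.088 and 0.14. Of 21 genes of adult cardiac contraction and calcium handling, 17 were higher (median 0.26, adjusted p = 0.0389 and 0.741 with an estimated correlation), among them the troponin gene Tnni3 at 0.58 (standard error 0.241) and myoglobin, Mb, at 0.99 (standard error 0.476). This call ended without S1, S3, S6, S7 or S11, with medians of 0.18, 0.19, 0.18, 0.076 and 0.26, and the median was 0.43 without S2 and 0.40 without S5 or S8. Of 10 mitochondrially encoded genes, 8 were higher (median 0.18, adjusted p = 0.0391 and 0.741 with an estimated correlation), with mt-Nd6 at 0.51 (standard error 0.203). This call ended without S3, S5, S6, S7 or S11, with medians of 0.14, 0.23, 0.17, 0.17 and 0.18. Cardiomyocyte markers, 22 of 30 higher with a median of 0.16 (adjusted p = 0.108 from camera and 0.0473 from fgsea), had their highest list means in S6, S7, S12 and S15, as did the genes of contraction and calcium handling. The other lists called are those of oxidative phosphorylation and its complexes, the TCA cycle and insulin signalling, and the 25 lists not called had medians from −0.43 to 0.29.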

Gene sequence enrichment analysis (GSEA) showed that AngII stimulation induced significant differential expression of multiple pathways (FDR *q* < 0.1). 

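In cells given AngII with ldCil, oxidative phosphorylation genes were above control, and genes of the interferon response, PERK-ATF4 response and cytosolic ribosome were below it. With ldCil alone, interferon (median −1.27, adjusted p = 6.47e-06 from camera) and cytosolic ribosomal genes (−0.26, adjusted p = 6.07e-09) were also lower. Their lower values were thus not limited to AngII, though without S11 the interferon list was not called with ldCil alone. PERK-ATF4 response and oxidative phosphorylation genes were not called there (adjusted p = 0.694 and 0.889 from camera). Of 80 oxidative phosphorylation genes, 77 were higher than in control cells, with a median log2 fold change of 0.21 (adjusted p = 3.88e-08 from camera and 0.963 with an estimated correlation), and 5 had an unadjusted p under 0.05, among them Atp5k at 0.40 (standard error 0.154) and Cox7c at 0.40 (standard error 0.165). The median was 0.13 without S3. All 23 interferon response genes were lower, with a median of −2.77 (adjusted p = 1.42e-20 and 0.73 with an estimated correlation), and 19 had an unadjusted p under 0.05, among them Irf7 at −4.72 (standard error 1.64) and Gbp3 at −3.43 (standard error 1.25). Each AngII + ldCil library had a lower mean of this list than each control library (difference −2.76, 2-sided exact permutation test, p = 0.0286, adjusted p = 0.724 over the 38 lists), and the same test gave p = 0.114 for oxidative phosphorylation, 0.0857 for the PERK-ATF4 response and 0.6 for cytosolic ribosomal proteins. The PERK-ATF4 response had a median of −0.19 (adjusted p = 0.000153 and 0.558 with an estimated correlation), with Ddit3 at −0.79 (standard error 0.145), Psat1, an enzyme of serine synthesis, at −0.45 (standard error 0.135) and Asns at −0.50 (standard error 0.164). 1 member, Ddit3, passed when adjusted over the list alone. Cytosolic ribosomal protein genes had a median of −0.20 (adjusted p = 5.27e-08 and 0.963 with an estimated correlation), and without S15 it was −0.021 and no longer passed (adjusted p = 0.438), while without S16 it was −0.33. The respiratory complexes were called as well, complex I at a median of 0.19 (adjusted p = 0.000223), complexes III and IV at 0.26 (adjusted p = 5.7e-06) and ATP synthase at 0.15 (adjusted p = 0.0223), each with an adjusted p of 0.963 with an estimated correlation. The call of ATP synthase ended without S3, S13, S14 or S15, with medians of 0.098, 0.13, 0.12 and 0.10, and without S16 its median was 0.23. Of the 14 lists under an adjusted p of 0.1 with AngII, 7 were over 0.1 with AngII + ldCil against control and 7 remained under it. The latter are the interferon, PERK-ATF4 and cytosolic ribosome lists, oxidative phosphorylation, complex I, complexes III and IV and ATP synthase. The complexes are parts of oxidative phosphorylation, so these lists are not separate signals. The TCA cycle (median 0.11), PI3K-AKT signalling (0.10) and insulin signalling (0.020) were among the 31 lists not called at an adjusted p under 0.05 with AngII + ldCil. The TCA cycle list passed without S2 (median 0.22, adjusted p = 0.0182) and without S16 (median 0.25, adjusted p = 1.3e-05). Between AngII + ldCil and control 0 lists passed with an estimated correlation, 0 by fry and 8 by fgsea.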

Once again, after additional treatment with ldCil, these changes were no longer significant (FDR *q* > 0.1) (Figure 4C), suggesting that treatment with ldCil rescues the signalling pathway alterations induced by AngII. In particular, the significant increase in TCA and oxidative stress pathways associated with AngII exposure and associated with some forms of heart failure 52 are restored by treatment with ldCil. Additionally, PI3K and Akt signalling pathways are the most significantly downregulated after AngII exposure and are known to be involved in heart failure responses 53. Indeed, both of these pathways are highly expressed after treatment with ldCil (Figure 4C). 

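With AngII, 73 of 80 oxidative phosphorylation genes and 17 of 18 TCA cycle genes had a mean above that of control cells. The median log2 fold change of the oxidative phosphorylation genes, which encode the respiratory chain and ATP synthase, was 0.28 (adjusted p = 5.16e-15 from camera and 0.636 with an estimated correlation). Of these genes, 24 had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone. Cox7b was at 0.54 (standard error 0.189), Uqcr11 at 0.52 (standard error 0.165), Atp5k at 0.46 (standard error 0.154) and Ndufc1 at 0.38 (standard error 0.131). By complex, the median was 0.25 for complex I (adjusted p = 1.17e-08), 0.38 for complexes III and IV (adjusted p = 5.54e-09) and 0.24 for ATP synthase (adjusted p = 7.55e-05), with adjusted p = 0.683, 0.636 and 0.636 with an estimated correlation. The TCA cycle genes had a median of 0.17 (adjusted p = 0.0147 and 0.741 with an estimated correlation), with Sucla2, a subunit of succinyl-CoA synthetase, at 0.51 (standard error 0.215), Fh1, fumarate hydratase, at 0.37 (standard error 0.166), Sdhc at 0.29 and Idh3b at 0.25. Per library, the difference of the list means between AngII and control was 0.28 for oxidative phosphorylation (2-sided exact permutation test, p = 0.0857) and 0.19 for the TCA cycle (p = 0.114). With ldCil added to AngII, 60 of the 80 oxidative phosphorylation genes were lower than with AngII alone, with a median log2 fold change of −0.075 (adjusted p = 0.00374 and 0.862 with an estimated correlation), with Ndufv3 at −0.32 (standard error 0.165), Cox7b at −0.27 and Cyc1, on the other side, at 0.30. The TCA cycle genes had a median of −0.011 in this comparison (adjusted p = 0.287), with 9 of 18 lower, among them Sucla2 at −0.35 (standard error 0.199), Fh1 at −0.25 and Suclg2 at −0.28. The exact permutation p of the difference in list means was 0.486 for oxidative phosphorylation. With AngII, the TCA cycle call ended without S3 (median 0.13, adjusted p = 0.127), S5 (0.16, adjusted p = 0.0517) or S7 (0.16, adjusted p = 0.0754), and its median was 0.27 without S2. Oxidative phosphorylation was at 0.19 without S5 (adjusted p = 1.35e-05) and complex I at 0.13. In AngII + ldCil against AngII, oxidative phosphorylation was at −0.0065 without S5 (adjusted p = 0.95), −0.014 without S16 (adjusted p = 0.912), −0.14 without S8 and 0.044 without both, a setting chosen after seeing the data, and the TCA cycle list was at 0.078 without S16 and passed without S15 (−0.066, adjusted p = 0.0103).

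**Figure D3:**
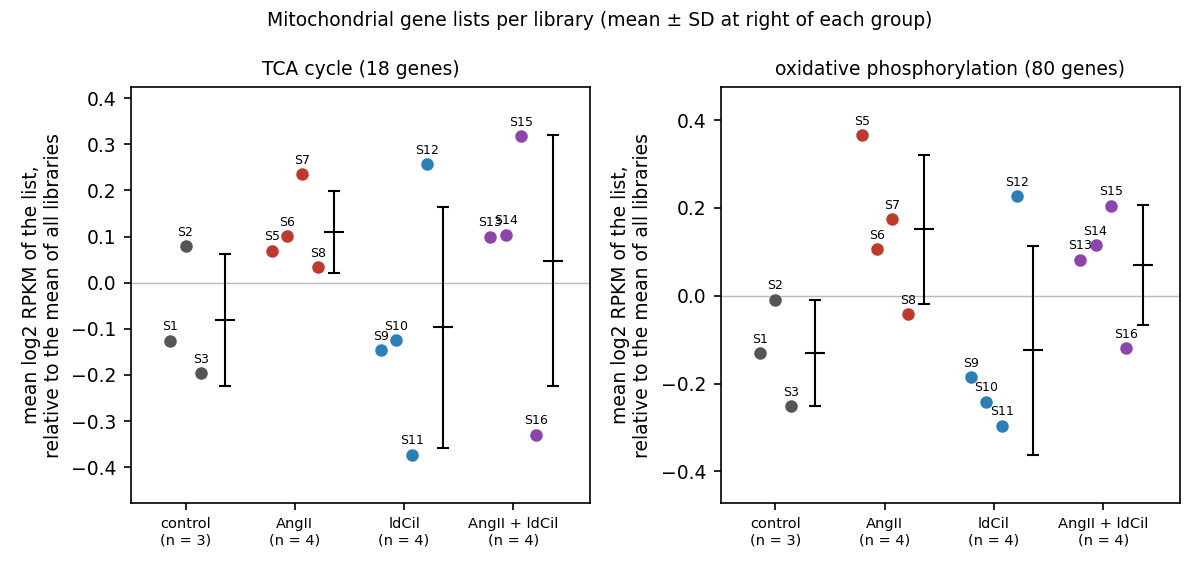
Points are single libraries by treatment (x axis). The y axis is the mean log2 RPKM of the 18 TCA cycle genes (left) or the 80 oxidative phosphorylation genes (right), relative to the mean of all 15 libraries, and the black bars are the mean ± SD of each group. For oxidative phosphorylation the AngII libraries lie from −0.042 in S8 to 0.365 in S5 and the control libraries from −0.251 to −0.0088.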

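With AngII, the list of insulin signalling genes lay slightly below control levels by camera, and that of PI3K-AKT signalling did not pass an adjusted p under 0.05. Of 38 PI3K-AKT signalling genes, 23 were lower than in control cells, with a median log2 fold change of −0.064 (adjusted p = 0.0981 from camera and 0.741 with an estimated correlation). Irs2, an insulin receptor substrate that recruits PI3K, had a log2 fold change of −0.49 (standard error 0.213), and Them4, a binding partner of Akt, one of −0.33 (standard error 0.164). Phlpp1, a phosphatase that acts on Akt, was at 0.33 (standard error 0.177). Trib3, which is known to inhibit Akt, was the member with the smallest p and the single member of the list that fell when adjusted over the list alone. Of 60 insulin signalling genes, 37 were lower, with a median of −0.039 (adjusted p = 0.0221 and 0.636 with an estimated correlation), and 4 of them had an unadjusted p under 0.05, Mknk2 at −0.27 (standard error 0.108), Fasn, fatty acid synthase, at −0.46 (standard error 0.208), Mknk1 at −0.39 (standard error 0.178), and Irs2. Notch signalling genes had a median of −0.042 (adjusted p = 0.333). The mean of the PI3K-AKT list differed from control by −0.076 per library (2-sided exact permutation test, p = 0.8) and that of the insulin list by −0.066 (p = 0.629). The AngII library S5 had a PI3K-AKT mean of −0.336 relative to all libraries, and the other AngII libraries lay from −0.049 to 0.055. Without S5 the median of the PI3K-AKT list was 0.023 (adjusted p = 0.992) and that of the insulin list −0.024 (adjusted p = 0.338), while without S6 or S7 the PI3K-AKT list passed (−0.088, adjusted p = 0.0107, and −0.096, adjusted p = 0.0164). The insulin list was at −0.059 without S3, −0.077 without S6, −0.065 without S7 and −0.072 without S8, called in each. With library weights the PI3K-AKT list was at 0.025 (adjusted p = 0.876) and the insulin list at −0.028 (adjusted p = 0.577).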

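Genes of PI3K-AKT and insulin signalling were higher in cells given AngII with ldCil than in cells given AngII alone. Of 38 PI3K-AKT genes, 33 were higher, with a median log2 fold change of 0.14 (adjusted p = 0.00148 from camera and 0.862 with an estimated correlation), and 3 had an unadjusted p under 0.05. These were Irs2 at 0.65 (standard error 0.197) and the kinases Gsk3b at 0.30 (standard error 0.13) and Gsk3a at 0.20 (standard error 0.0912), which Akt is known to inhibit. Of 60 insulin signalling genes, 41 were higher, with a median of 0.074 (adjusted p = 0.0124 and 0.862 with an estimated correlation), among them Prkaa2, a catalytic subunit of AMP-activated kinase, at 0.60 (standard error 0.188), Insr, the insulin receptor, at 0.56 (standard error 0.184) and Mknk2 at 0.28 (standard error 0.1). Glycolysis genes lay lower, 18 of 20 with a median of −0.23 (adjusted p = 0.00148 and 0.862 with an estimated correlation), with Pkm at −0.46 (standard error 0.159) and Ldha at −0.44 (standard error 0.152), though Pgam1 was at 0.49 (standard error 0.195). This call ended without S6 or S16, with medians of −0.096 and −0.096, and the median was −0.39 without S5, −0.075 without S7 and −0.39 without S15. The mean of the PI3K-AKT list differed from AngII by 0.145 per library (2-sided exact permutation test, p = 0.314) and that of the insulin list by 0.098 (p = 0.171). The highest PI3K-AKT mean was that of the AngII + ldCil library S16, at 0.266, and the lowest that of the AngII library S5. Without S5 the median of the PI3K-AKT list was 0.054 (adjusted p = 0.234), without S16 0.081 (adjusted p = 0.0701), and without both, a setting chosen after seeing the data, −0.0051 (adjusted p = 0.985). With library weights it was −0.014 (adjusted p = 0.639). The insulin list was at 0.020 without S5 (adjusted p = 0.239), 0.12 without S7, 0.017 with library weights (adjusted p = 0.629) and 0.034 with length and GC trends removed (adjusted p = 0.0737), a setting chosen after seeing the data. Endothelial markers were higher than with AngII as well, 11 of 14 with a median of 0.46 (adjusted p = 0.0124 and 0.862 with an estimated correlation). This call ended without S6, S7 or S13, with medians of 0.34, 0.31 and 0.15. The library S16 had the lowest list means of fibroblast markers (−0.946) and of macrophage and leukocyte markers (−1.41).

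**Figure D4:**
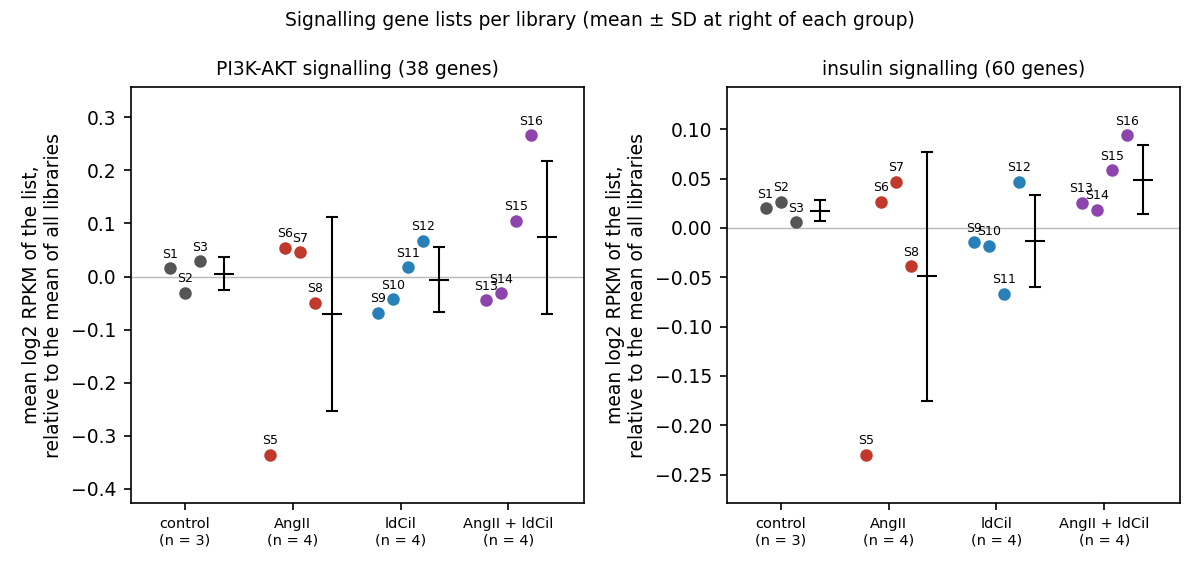
Points are single libraries by treatment (x axis). The y axis is the mean log2 RPKM of the 38 PI3K-AKT signalling genes (left) or the 60 insulin signalling genes (right), relative to the mean of all 15 libraries, and the black bars are the mean ± SD of each group. In the left panel S5 lies at −0.336 and S16 at 0.266, and the other 13 libraries lie between −0.068 and 0.105.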

Taken together, these data further corroborated the notion that the direct effects of ldCil on cardiomyocytes could be involved in restoring the pathobiology and molecular effects of hypertrophy.

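Over all genes, the log2 fold changes from control in cells given AngII with ldCil correlated with those in cells given AngII alone (0.856). Both share the control libraries, which by itself gives a positive correlation. Rln1, at a log2 fold change of 2.07 (standard error 0.419), and Lockd, at 1.44 (standard error 0.327), stood as far above control as with AngII alone. They were joined by Mgp, an inhibitor of calcification, at 2.64 (standard error 0.669), Fbxo48 at 1.29 and Eps8 at 0.61. Rln1 was about as far above control with ldCil and no AngII, so its difference from control was not limited to AngII. Among the genes below control, Ddit3 again had the smallest p, followed by Tnr at −1.37 (standard error 0.319). Next came Cyp1a1, a cytochrome of xenobiotic metabolism, at −1.76 (standard error 0.432), Fabp7 at −1.74 and H2-Q7, an MHC class I gene, at −3.11 (standard error 0.785). Fabp7 was below control by a similar fold with ldCil and no AngII. Compared with AngII alone, the genes with the smallest p that were higher included Frem2 at 0.78 (standard error 0.205), Spata13 at 0.71, Mmachc, a vitamin B12 enzyme, at 0.47 and Elf4 at 0.43. Those that were lower included Baalc at −0.80 (standard error 0.185), P2rx1 at −0.69, Crip1 at −0.60 and Sat1, an enzyme of polyamine breakdown, at −0.54. No gene passed an adjusted p under 0.05 from limma in either comparison (smallest adjusted p = 0.849 against control and 1 against AngII). Against control 722 genes had an unadjusted p under 0.05 and 111 one under 0.01, and against AngII 331 and 43, where chance gives 642 and 128. Adjusted p-values with library weights passed 2311 and 4048 genes, counts that were not set beside regroupings. Of the 118 genes at an unadjusted p under 0.01 with AngII, 43 (36.4%) had a p over 0.05 with AngII + ldCil, 39 had one under 0.01, and a median of 72.5% of the AngII fold was left, where drawn regroupings of the libraries gave a median of 58.5%. The genes were selected on AngII and control libraries that enter these comparisons again, and over the regroupings the median share with a p over 0.05 was 58.5% as well. The real share of 36.4% became 12.0% without S1, 18.2% without S2, 68.0% without S8 and 60.4% without S15. Across genes, which are not independent replicates, the log2 fold changes of AngII against control and of AngII + ldCil against AngII had a correlation of −0.196 (covariance −0.0214). The AngII libraries enter both, and simulated groups with no effect gave −0.458 (covariance −0.0496). Drawn regroupings, which keep the structure between the libraries, gave a median correlation of −0.559 (median covariance −0.0456). With the AngII libraries split so that none entered both, the mean correlation was 0.114 (covariance 0.0406), from −0.3 to 0.574 over the splits. The correlation of −0.196 became −0.61 without S5, −0.092 without S6, −0.35 without S8, −0.027 without S13, −0.029 without S14 and −0.38 without S15. The fold changes of AngII and of AngII + ldCil against the shared control libraries had a correlation of 0.856 (covariance 0.177), and simulated groups with no effect gave 0.574 (covariance 0.0674). No value over regroupings is given for this pair of fold changes, so whether 0.856 exceeds what the structure between the libraries gives was not tested. From its data on AngII-stimulated cardiomyocytes, the paper proposes that the drug could act directly on these cells in restoring features of hypertrophy and its molecular effects.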

**Figure 4:**
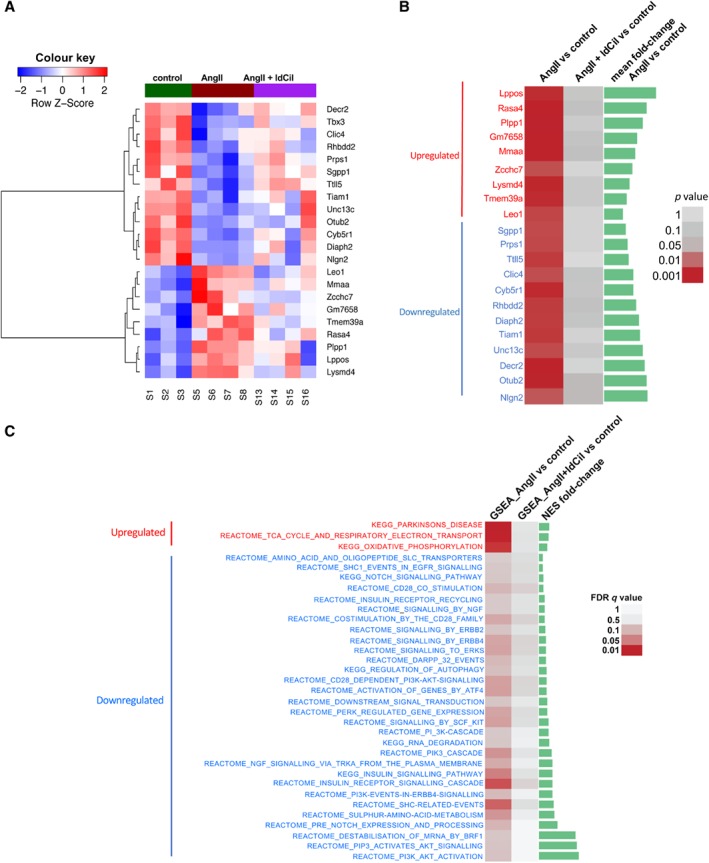
Low‐dose cilengitide treatment reverses the transcriptomic profiles of AngII‐stimulated cardiomyocytes to control levels. (A) Mouse cardiomyocytes were isolated and either exposed to angiotensin II (AngII) to mimic the molecular stress of heart failure or exposed to AngII and also treated with ldCil. Heatmap of differentially expressed protein coding genes indicates that AngII stimulation resulted in 13 down‐ and nine up‐regulated transcripts. ldCil treatment of AngII‐stimulated cardiomyocytes rescues the differentially expressed (DE) transcript profiles. (B) Data from A represented in order of fold‐change. DE protein‐coding genes with **p < 0.01 in AngII versus control, also with high average expression across samples, became not DE (*p* > 0.05) in the AngII + ldCil group compared with control. Green bars show the levels of fold‐change. (C) Treatment with ldCil restores aberrant signalling pathways induced by AngII stimulation of cardiomyocytes. GSEA of KEGG and reactome signalling pathways reveal that dysregulated pathways with FDR *q* < 0.1 in AngII versus control became not significant (*q* > 0.1) in AngII + ldCil compared with control.

### ldCil treatment restores transcriptomic changes associated with non‐failure in human heart

Previous work, using RNA isolated from bulk human cardiac samples, identified the transcriptomic changes that are significantly regulated in human heart failure 54. To examine the relevance of our findings in mouse tissue to human heart disease, we identified concordant transcriptomic changes published for human failing heart (ischaemic and/or dilated versus human non‐failing) versus those in the mouse model of hypertrophy (AngII‐stimulated cardiomyocytes versus control treated cardiomyocytes). We found 290 orthologous genes altered concordantly in mouse cardiomyocytes and human failing versus non‐failing heart. 

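The genes shown in Fig. 5A, which the paper picked on these libraries, lay closer to control levels in cells given AngII with ldCil than in cells given AngII alone. Glul, which encodes glutamine synthetase, had a log2 fold change of −0.86 with AngII (standard error 0.34) and was 0.99 above AngII alone with AngII + ldCil (standard error 0.314). Irf2bpl, a transcriptional regulator, was at −0.61 and then 0.71, Tmem245 at −0.52 and 0.53, and Erf, an ETS-domain repressor, at −0.46 and 0.33. Rarres2, which encodes the adipokine chemerin, was at 0.95 with AngII (standard error 0.37) and at −0.97 with AngII + ldCil against AngII (standard error 0.342). Hhat, an enzyme that attaches palmitate to hedgehog proteins, was at 0.66 and −0.57, Fam133b at 0.43 and −0.61 and Mgll, which breaks down monoglycerides, at 0.40 and −0.40. The cells were the cardiomyocyte cultures described above, and the human heart data were not analysed here. Of the 21 genes, 20 were among the genes tested, and these had an unadjusted p under 0.05 both for AngII against control (median absolute log2 fold change 0.46 over the 21) and for AngII + ldCil against AngII (0.40), with adjusted p-values of 0.782 and 1 from limma. Tshz2 lay below the expression filter, at 0.77 (standard error 0.376) and −0.62 (standard error 0.348), with an unadjusted p over 0.05 in both. None of the 21 genes had an unadjusted p under 0.05 for AngII + ldCil against control, where the median absolute log2 fold change was 0.060 and a median of 0.294% of the AngII fold was left (−42.1% to 30.7%). AngII libraries did not overlap control libraries in 15 of the 21 genes, where chance gives 5.71% of genes, and AngII + ldCil libraries did not overlap AngII libraries in 8, where chance gives 2.86%. Adjusted over the list alone, 20 passed in the first comparison and 20 in the second. The paper picked these genes on the same libraries, so the counts are not independent evidence. Fewer genes had an unadjusted p under 0.05 with AngII when a library was left out (6 without S1, 11 without S2, 7 without S3, 8 without S5, 10 without S6 and 10 without S7), and for AngII + ldCil against AngII it was 10 without S5, 11 without S14 and 13 without S13 or S16. With only the groups compared in the fit they numbered 13 and 11, and with library weights 20 and 18 of the 20 passed an adjusted p under 0.05.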

A subgroup of these genes (13 downregulated and 8 upregulated) were restored to non‐failing human heart levels after treatment of mice with ldCil (Figure 5A). Furthermore, out of the 163 differentially regulated pathways in AngII‐stimulated mouse cardiomyocytes versus control cardiomyocytes, 88 were common with the 238 differentially enriched pathways in human dilated heart versus non‐failing heart (Figure 5B and supplementary material, Figure S6A). Gene sequence enrichment analyses revealed that four concordantly upregulated and eight concordantly downregulated pathways in human idiopathic dilated cardiomyopathy versus non‐failing heart and mouse AngII‐stimulated cardiomyocytes versus control were restored to non‐failing human heart profiles after ldCil treatment (Figure 5B, heatmap and supplementary material, Figure S6A). Similarly, out of the 163 differentially regulated pathways in AngII‐stimulated mouse cardiomyocytes versus control cardiomyocytes, 83 were common with the 219 differentially enriched pathways in human ischaemic heart versus non‐failing heart (Figure 5C and supplementary material, Figure S6B). GSEA uncovered that six concordant pathways, one upregulated and five downregulated, in human ischaemic heart versus non‐failing heart and mouse AngII‐stimulated cardiomyocytes versus control, were restored after treatment with ldCil (Figure 5C, heatmap and supplementary material, Figure S6B). Additionally, some of these concordantly enriched pathways were similar for both idiopathic dilated and ischaemic cardiomyopathy, including insulin signalling pathways, SCF–Kit signalling, NGF signalling, PI3K signalling, and AKT signalling, suggesting common mechanistic signatures that are relevant to the recovery of both cardiomyopathies. Western blotting analyses validated some of the differentially expressed TCA‐cycle enzymes at the protein level (supplementary material, Figure S7). Taken together, these data provide evidence that treatment of AngII‐stimulated cardiomyocytes with ldCil generates molecular profiles that are associated with human non‐failing heart.

**Figure 5:**
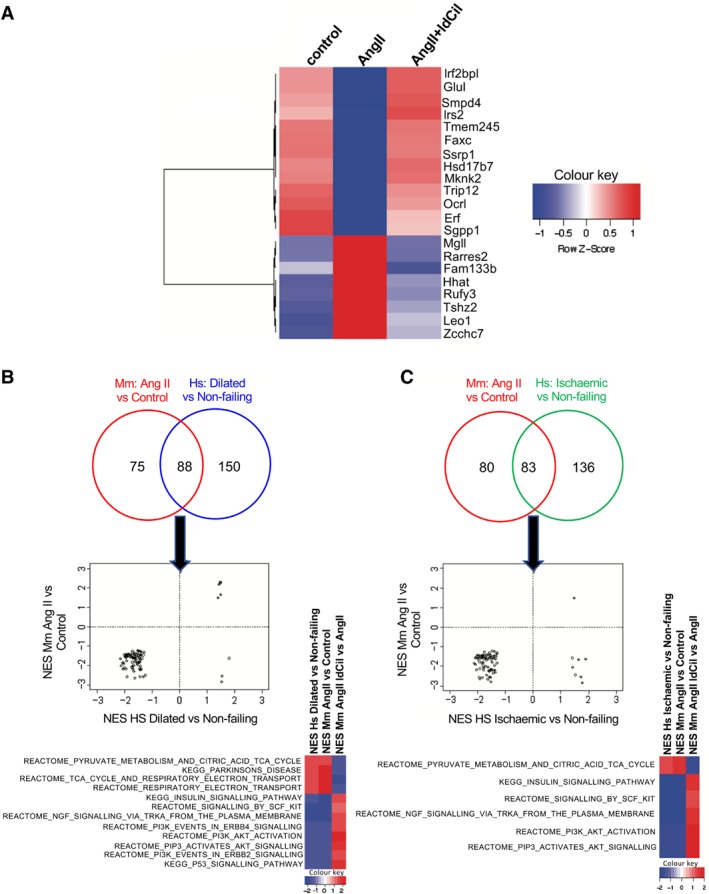
Low‐dose cilengitide treatment restores transcriptomic profiles in mouse cardiomyocytes similar to those found in non‐failing human heart. (A) Treatment of mouse cardiomyocytes with AngII + ldCil compared with AngII restores the transcriptomic signature similar to that found in human non‐failing versus failing heart. Heatmap illustrates concordant DE transcripts between human failing (ischaemic and dilated cardiomyopathies) versus non‐failing heart and mouse cardiomyocytes treated with AngII versus control or AngII versus AngII + ldCil. (B) Venn diagrams show the overlap of gene sequence expression analysis (GSEA) pathways (*p* < 0.05) in mouse cardiomyocytes stimulated with AngII versus control and human dilated cardiomyopathy (CMP) versus non‐failing heart. Scatterplots of normalised enrichment scores (NES) of the overlapping pathways illustrate how many of those change concordantly. Heatmap of NES for GSEA pathways that change concordantly in human dilated CMP versus non‐failing heart, mouse AngII‐stimulated versus control cardiomyocytes, and AngII‐stimulated cardiomyocytes treated with ldCil versus AngII‐stimulated cardiomyocytes. (C) Venn diagrams of the overlap of GSEA pathways (*p* < 0.05) in mouse cardiomyocytes stimulated with AngII versus mouse control and human ischaemic CMP versus non‐failing heart. Scatterplots of NES of the overlapping pathways illustrate how many of those change concordantly. Heatmap of NES for GSEA pathways that change concordantly in human ischaemic versus human non‐failing heart, mouse AngII‐stimulated versus control mouse cardiomyocytes, and AngII‐stimulated mouse cardiomyocytes treated with ldCil versus AngII‐stimulated mouse cardiomyocytes.

## Discussion

Heart failure is a common feature of the final stages of several cardiovascular diseases [e.g. hypertension, myocardial infarction (MI)], with characteristic pathologies of reduced microvascular blood flow and cardiomyocyte hypertrophy. Importantly, disease‐modifying strategies with longer‐lasting pharmacodynamics are required.

Some studies have implicated β3 integrin as a mediator of cardiac remodelling, suggesting that signalling downstream of this integrin could be disease‐modifying 17, 20, 21, 55. Heart failure is associated with poor blood vessel perfusion and thus increasing perfusion could be beneficial. Cilengitide is an RGD‐mimetic that targets αvβ3 integrin 56, 57, 58. In cancer studies, low, but not high, doses of this agent induce vascular promotion in pathological conditions, and can also enhance chemosensitivity in malignant cells 27, 28.

We hypothesised that because ldCil can have pro‐angiogenic effects in cancer, it may also have vascular‐promoting effects in heart failure models that could exert beneficial disease‐modifying actions. Here, we have shown that treatment with ldCil enhances cardiac angiogenesis in the AAC model of heart failure and inhibits pathological hypertrophy of cardiomyocytes. Moreover, ldCil treatment recapitulates some of the transcriptomic profiles of human non‐failing hearts, suggesting that this strategy may have relevance to human heart failure treatment. Furthermore, we have shown that β3‐integrin expression is enhanced in human dilated and ischaemic cardiomyopathies.

Current treatments for heart failure are not disease‐modifying when treatment ceases and thus their efficacy relies on treatment for life 59. It is of interest that the effects of ldCil in the AAC model of heart failure show potentially long‐lasting effects. The reasons why this vascular promotion effect inducing a pro‐angiogenic transcriptomic profile may be effective compared with previous pro‐angiogenic strategies such as protein tyrosine phosphatase 1B (PTP1B) inactivation 60, 61 or vascular endothelial growth factor‐induced neovascularisation 62 are not known currently. One possibility is that the endothelial cells lining blood vessels not only act as conduits for blood flow but also produce their own set of paracrine factors, namely angiocrine factors, which can have effects on development and the repair of surrounding tissue 63. This is a relatively new, but exciting, concept in understanding the role of cardiac angiocrine factors in cardiac repair 64. Recognising that angiocrine biology has been related to integrin‐mediated mechanosensing 65 or signalling downstream of endothelial cell integrins 66 it is possible that angiocrine factor production after ldCil treatment may be of significance. Although beyond the scope of the current study, it would be of interest to investigate whether the ldCil‐treatment‐induced paracrine factors, identified in this study, also aid in cardiac tissue repair. We also speculate that because ldCil treatment has direct effects on cardiomyocyte function and hypertrophy, as well as its pro‐angiogenic effects, the combination of these effects on at least two cell types in the heart would provide improved restoration of the pathophysiological features of heart failure.

Our *in vitro* data describe how the effects of ldCil on AngII‐stressed cardiomyocytes correlate with the published transcriptomic signature of a human normal heart compared with failing heart 54. The common transcriptomic signature suggests that if the *in vivo* ldCil effects on cardiomyocytes are similar to those we discovered *in vitro*, then ldCil treatment could have a restorative effect on cardiomyocyte pathophysiology that may be relevant to human heart disease. Limitations of our study include the relatively few, but statistically relevant, mice used in the *in vivo* AAC experiments, together with the fact that AAC is a model of heart failure that does not include some of the pathophysiological causes of the disease in humans, such as lack of exercise or smoking. Additionally, the expected high mortality rates of mice at 12 weeks post‐AAC surgery limited the design of the longer‐term experiments presented. Despite these limitations, our data do correlate human heart failure with our observations in mouse models, providing some confidence in the interpretation of the results. Overall, our results suggest that treatment with ldCil merits further investigation for disease‐modifying effects in heart failure.

## Author contributions statement

MD carried out the majority of the experiments with help from LR and AA. RSB helped to train MD in the early stages of the project. GD'A assisted with cell preparations and analysis. EM and JW carried out the bioinformatics analyses for both mouse and human data. OC and VS‐M performed Masson's Trichrome staining. KCB and KBM provided the human cardiac tissue samples. KHD wrote the first draft of the manuscript and all the authors contributed to the manuscript revisions. KHD and AH conceived, designed, and supervised the study.

## Supporting information

**Supplementary materials and methods**
**Figure S1.** Histological changes in human non‐failing heart, non‐failing hypertrophic heart, and ischaemic and dilated cardiomyopathies
**Figure S2.** AAC surgery does not affect cardiac blood vessel density
**Figure S3.** Transcriptomic changes in cardiac endothelial cells after treatment with low‐dose cilengitide
**Figure S4.** Angiotensin II treatment stimulates cardiomyocyte enlargement *in vitro*
**Figure S5.** ldCil treatment after AAC surgery restores *Myh7* transcript levels
**Figure S6.** KEGG and REACTOME data indicate overlap between ldCil‐treated AngII‐stimulated cardiomyocytes and non‐failing human heart enriched transcriptional pathways
**Figure S7.** Protein validation of common differentially expressed TCA‐cycle enzymes in non‐failing human and ldCil‐treated AngII‐stressed cardiomyocytes Click here for additional data file.

# Supplementary material for: Repurposing an anti‐cancer agent for the treatment of hypertrophic heart disease
**Source:** J Pathol. 2019 Oct 30;249(4):523–35. doi: 10.1002/path.5340
**Supplement:** Supplementary file 1 — Supplementary materials and methods Figure S1. Histological changes in human non‐failing heart, non‐failing hypertrophic heart, and ischaemic and dilated cardiomyopathies Figure S2. AAC surgery does not affect cardiac blood vessel density Figure S3. Transcriptomic changes in cardiac endothelial cells after treatment with low‐dose cilengitide Figure S4. Angiotensin II treatment stimulates cardiomyocyte enlargement in vitro Figure S5. ldCil treatment after AAC surgery restores Myh7 transcript levels Figure S6. KEGG and REACTOME data indicate overlap between ldCil‐treated AngII‐stimulated cardiomyocytes and non‐failing human heart enriched transcriptional pathways Figure S7. Protein validation of common differentially expressed TCA‐cycle enzymes in non‐failing human and ldCil‐treated AngII‐stressed cardiomyocytes

**Repurposing an anti-cancer agent for the treatment of hypertrophic heart disease**

Dukinfield M *et al. J Pathol* DOI: 10.1002/path.**5340**

**Supplementary Figures S1–S7**

**
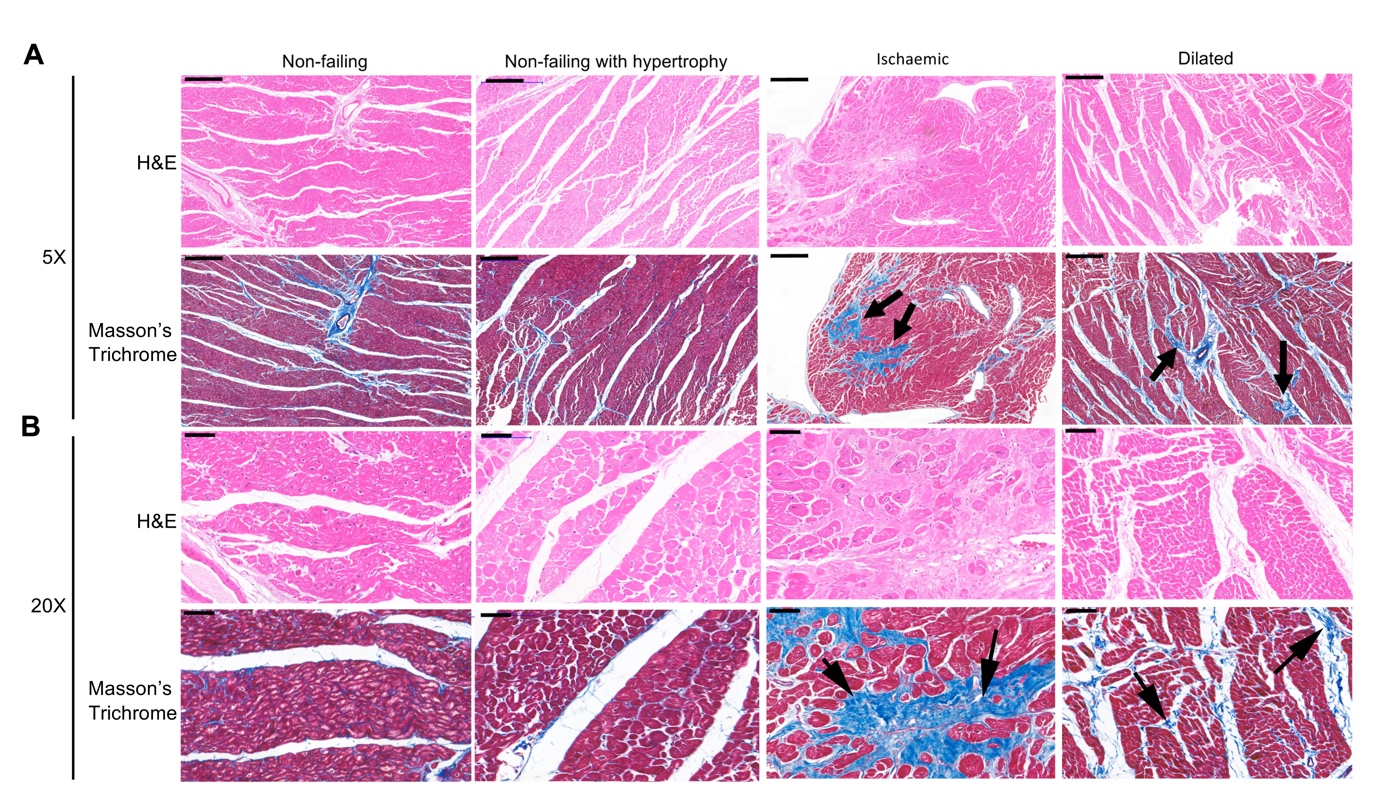
**

**Figure S1. Histological changes in human non-failing heart, non-failing hypertrophic heart, and ischaemic and dilated cardiomyopathies.** Representative images of H&E- and Masson’s Trichrome-stained sections of non-failing heart, non-failing heart with hypertrophy, and ischaemic and dilated cardiomyopathy. Non-failing heart with hypertrophy shows an increase in myocyte size. Ischaemic and dilated cardiopathies show elevated fibrotic responses. Black arrows, fibrosis. Scale bars: (A) 5× objective, 500 μm; (B) 20× objective,100 μm.

**
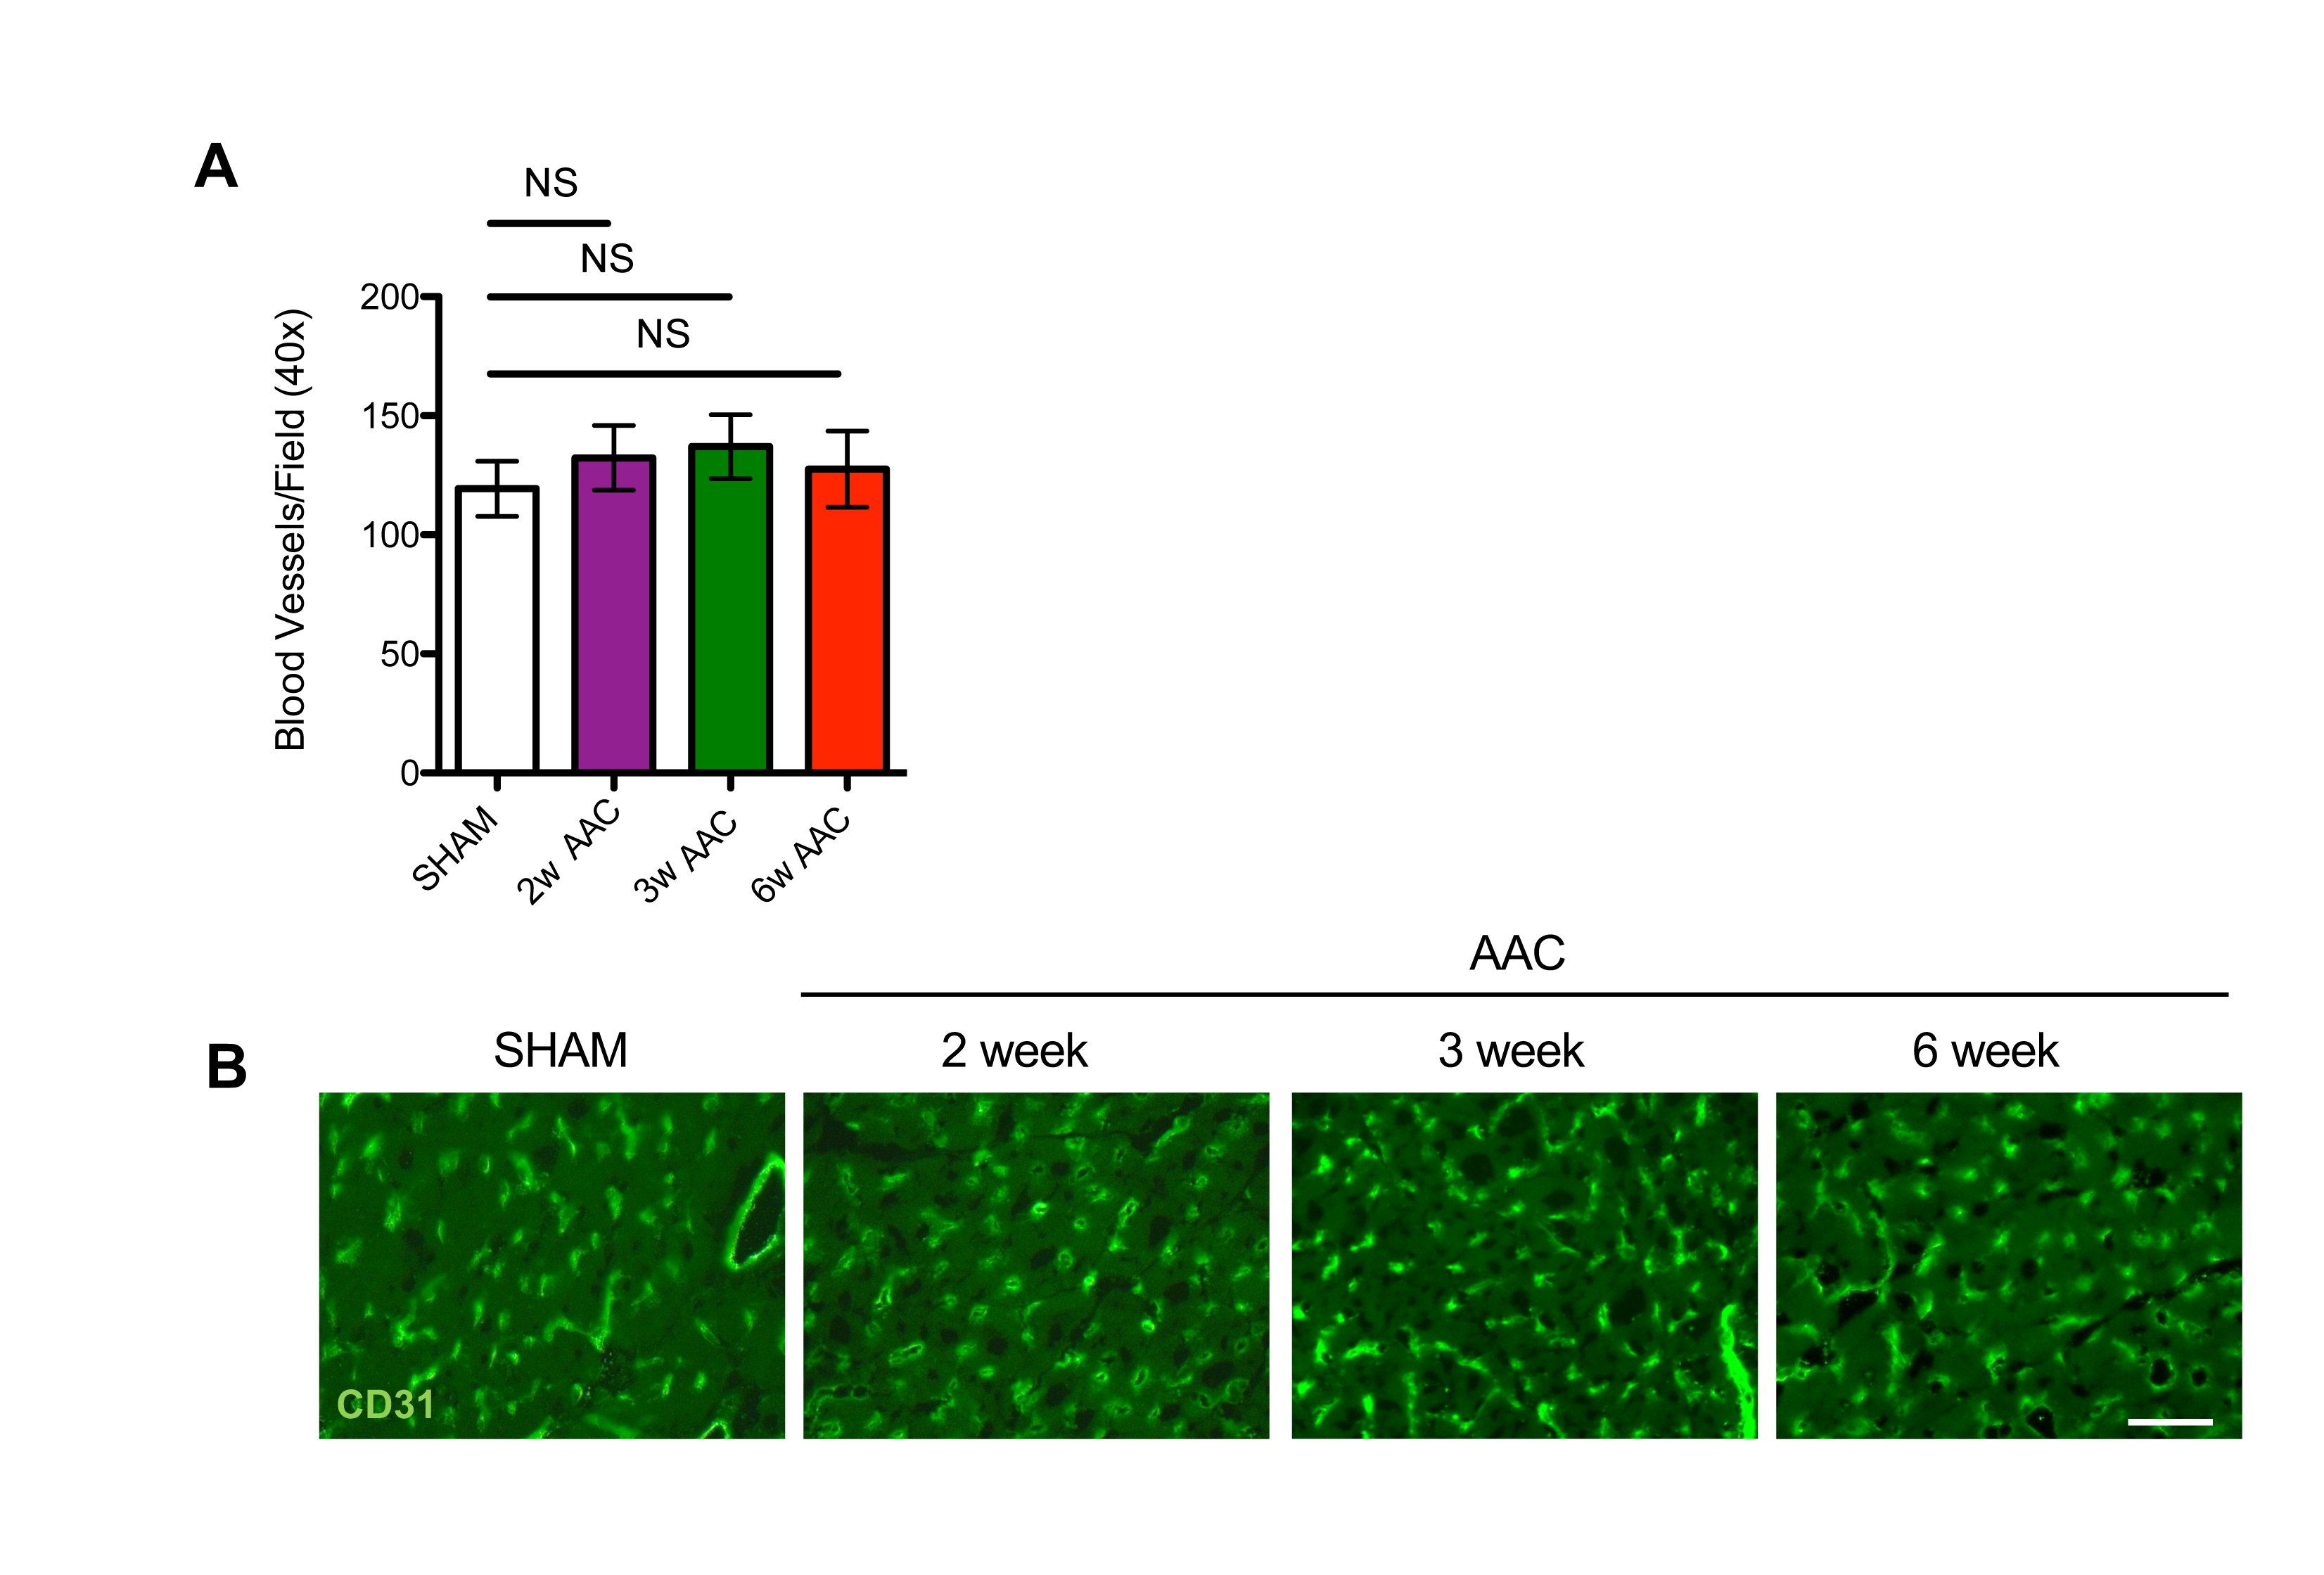
**

**Figure S2.** **AAC surgery does not affect cardiac blood vessel density.** Wild-type mice underwent either sham or AAC surgery. (A) Bar chart represents numbers of CD31-positive blood vessels/high-power field of view (40× objective) of hearts from mice that underwent sham surgery or 2, 3, and 6 weeks post-AAC surgery. (B) Representative images of CD31-immunofluorescence in mouse myocardium. Mean ± SEM. Statistical analysis by one-way ANOVA with Tukey’s multiple comparison *post hoc*. NS, not significant. Scale bar = 20 μm.

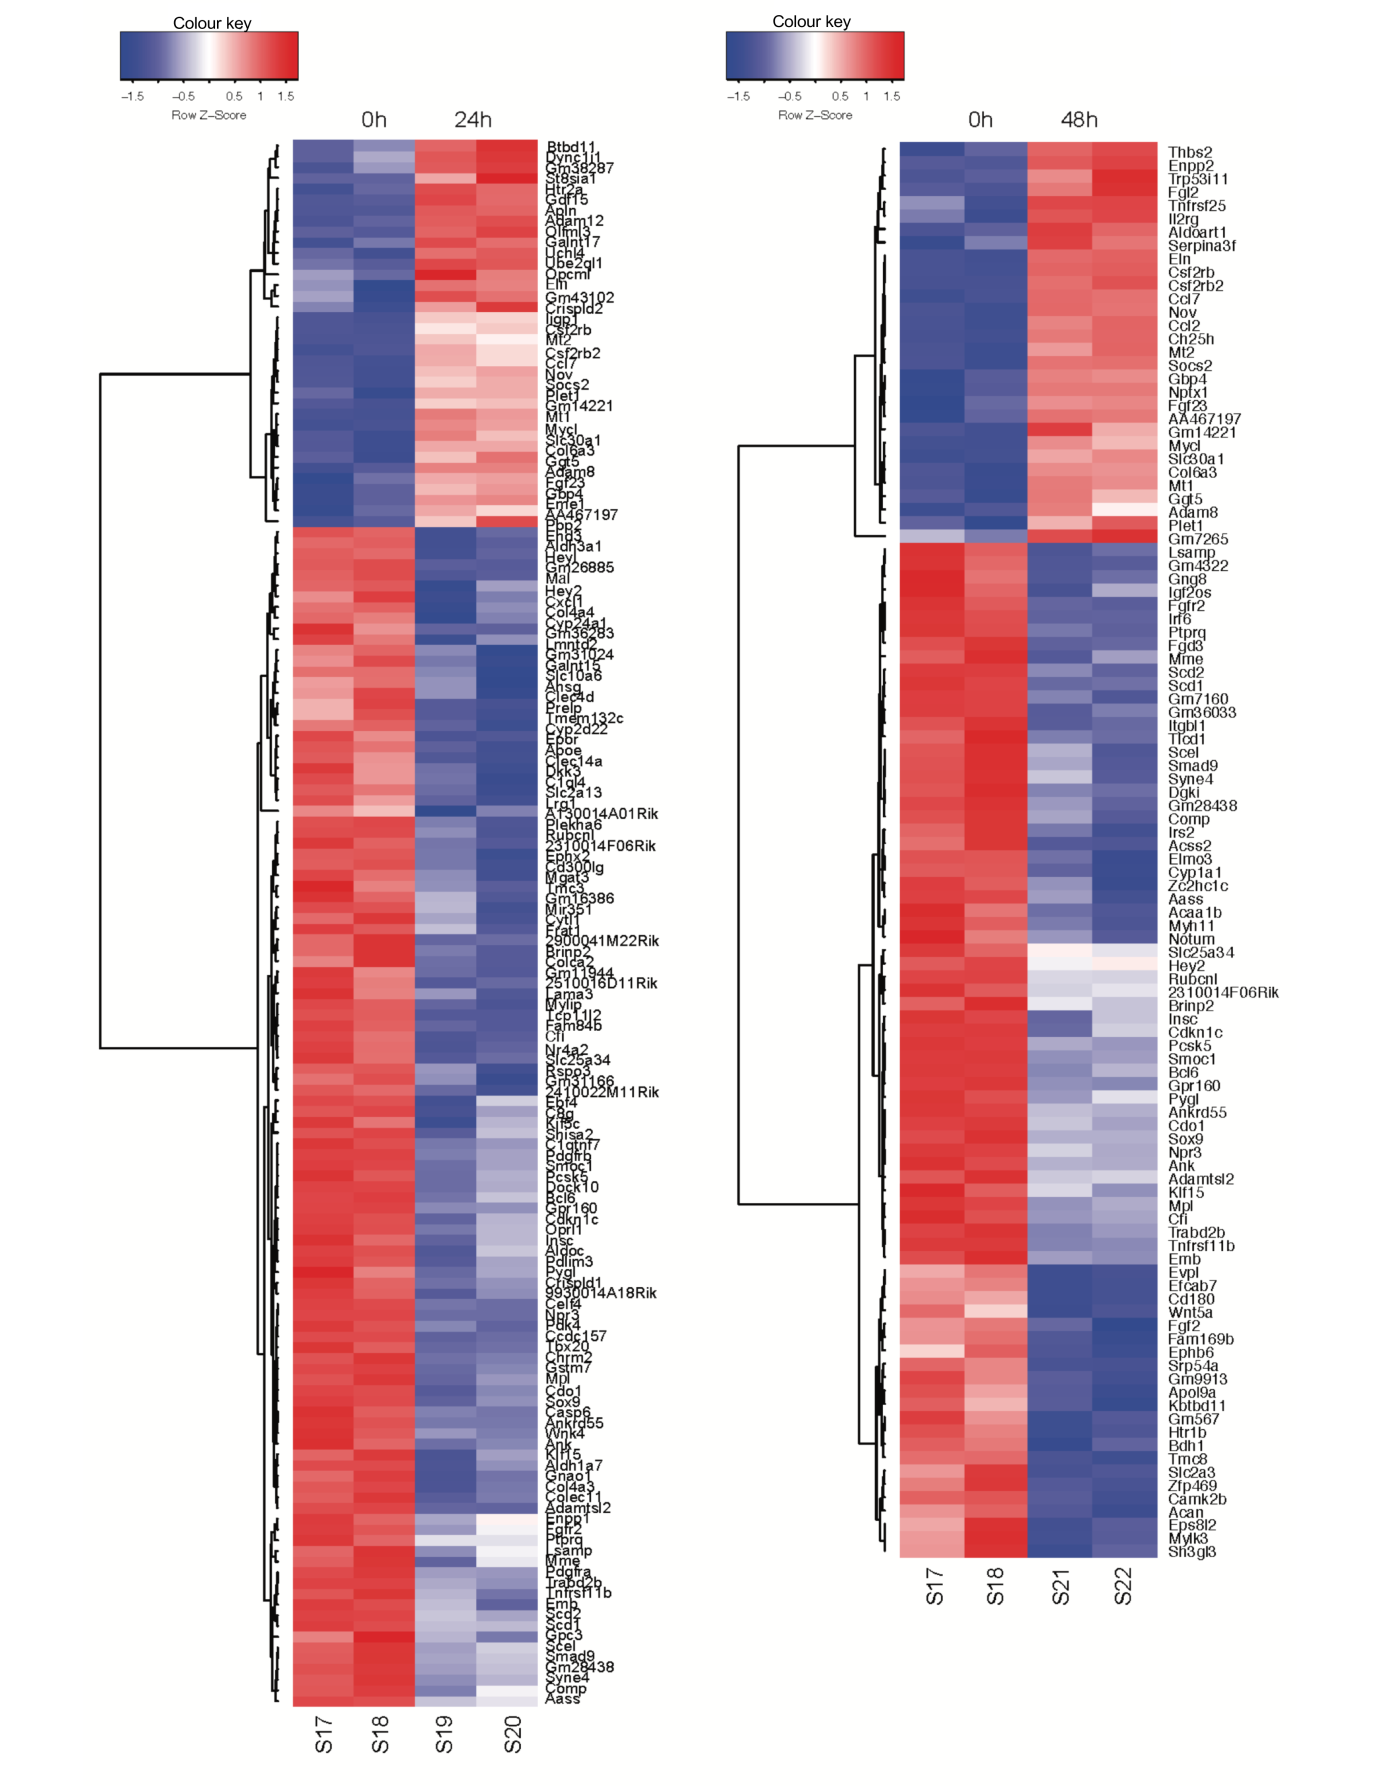

**Figure S3.** **Transcriptomic changes in cardiac endothelial cells after treatment with low-dose cilengitide.** Cardiac endothelial cells were isolated and treated with vehicle alone (control) for 24 h or 48 h with low-dose cilengitide (ldCil, 20 nm). Two separate samples were prepared for each condition. (A) At 24 h of 20 nm cilengitide treatment, 146 genes were differentially expressed (DE; FDR *q* < 0.05 and absolute log_2_ FC > 1). (B) At 48 h of 20 nm cilengitide treatment, 107 genes were DE (FDR *q* < 0.05 and absolute log_2_ FC > 1).

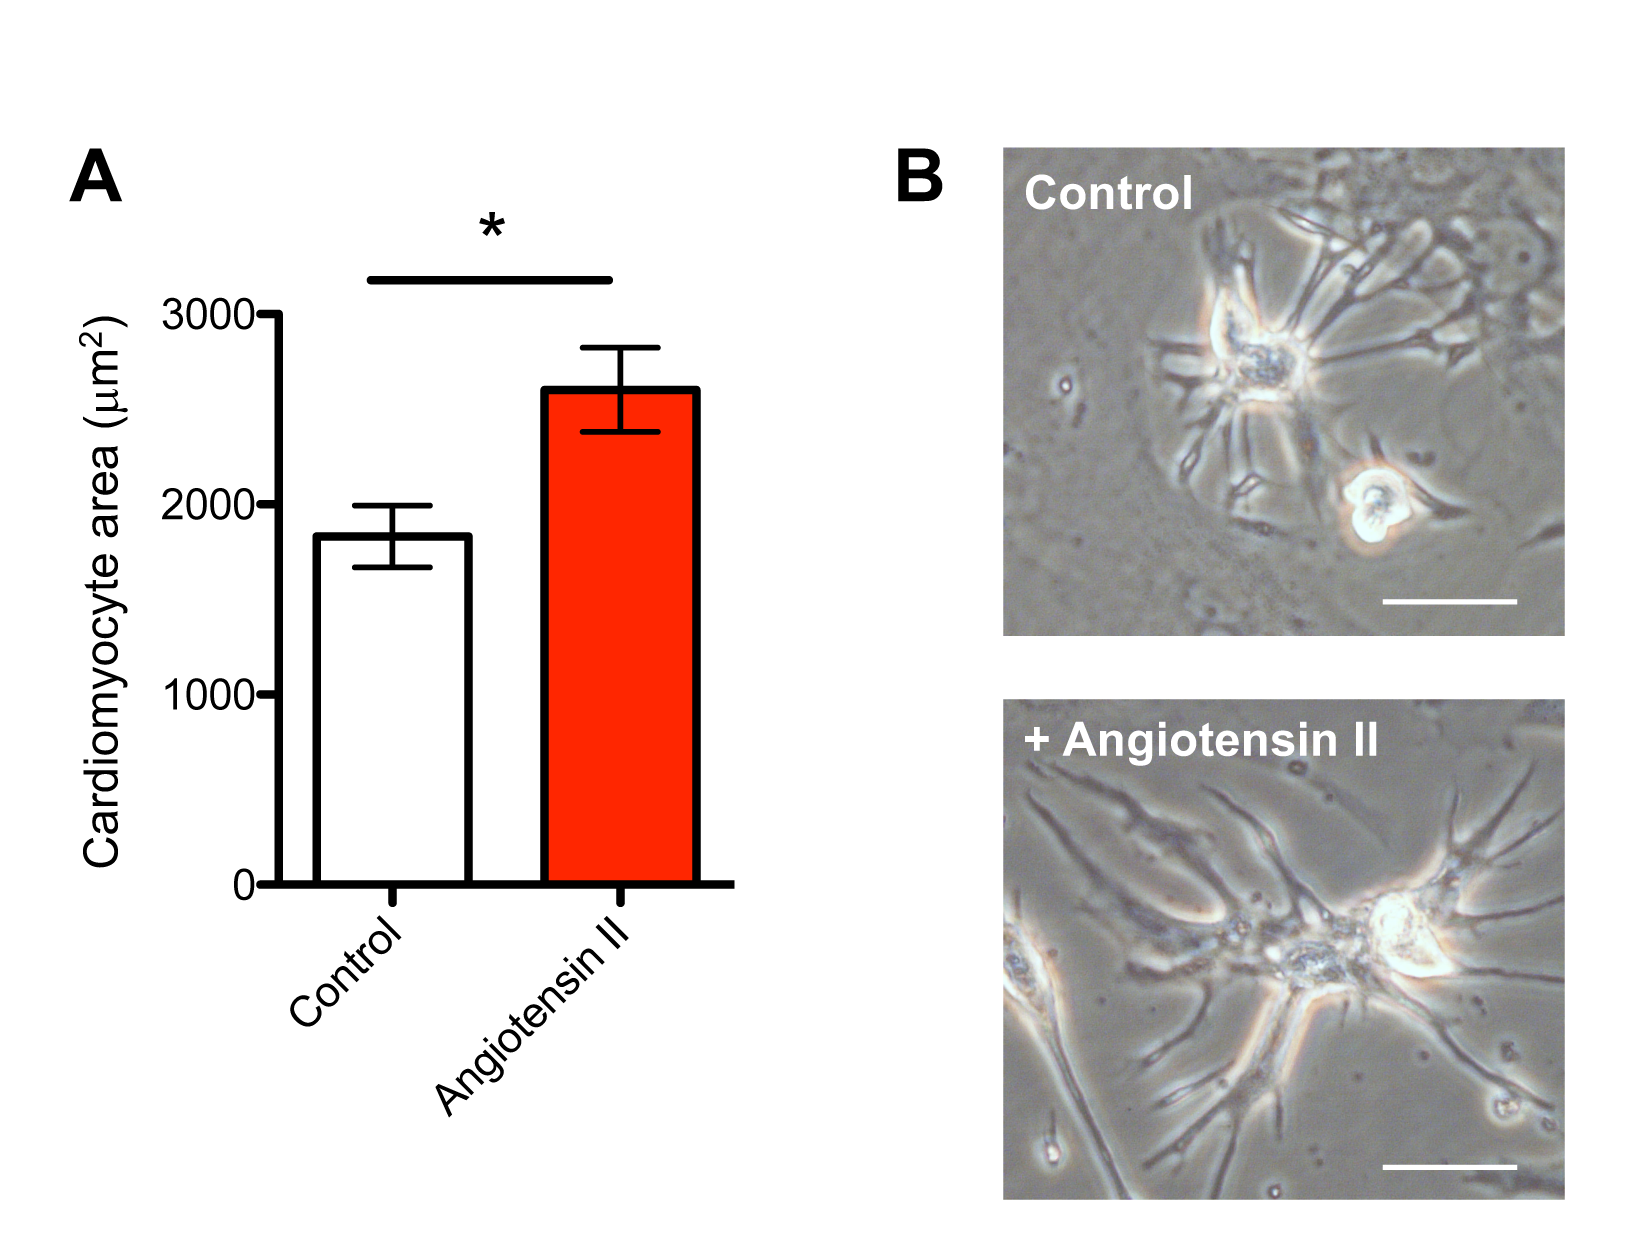

**Figure S4.** **Angiotensin II treatment stimulates cardiomyocyte enlargement *in vitro*.** Cardiomyocytes were cultured *in vitro* and treated with vehicle alone or AngII. (A) Bar chart indicates areas of control and AngII-treated cardiomyocytes. Mean ± SEM. Statistical analysis by Student’s *t*-test; **p* < 0.05 versus control. (B) Representative images of single cardiomyocytes. Scale bar = 20 μm.

**
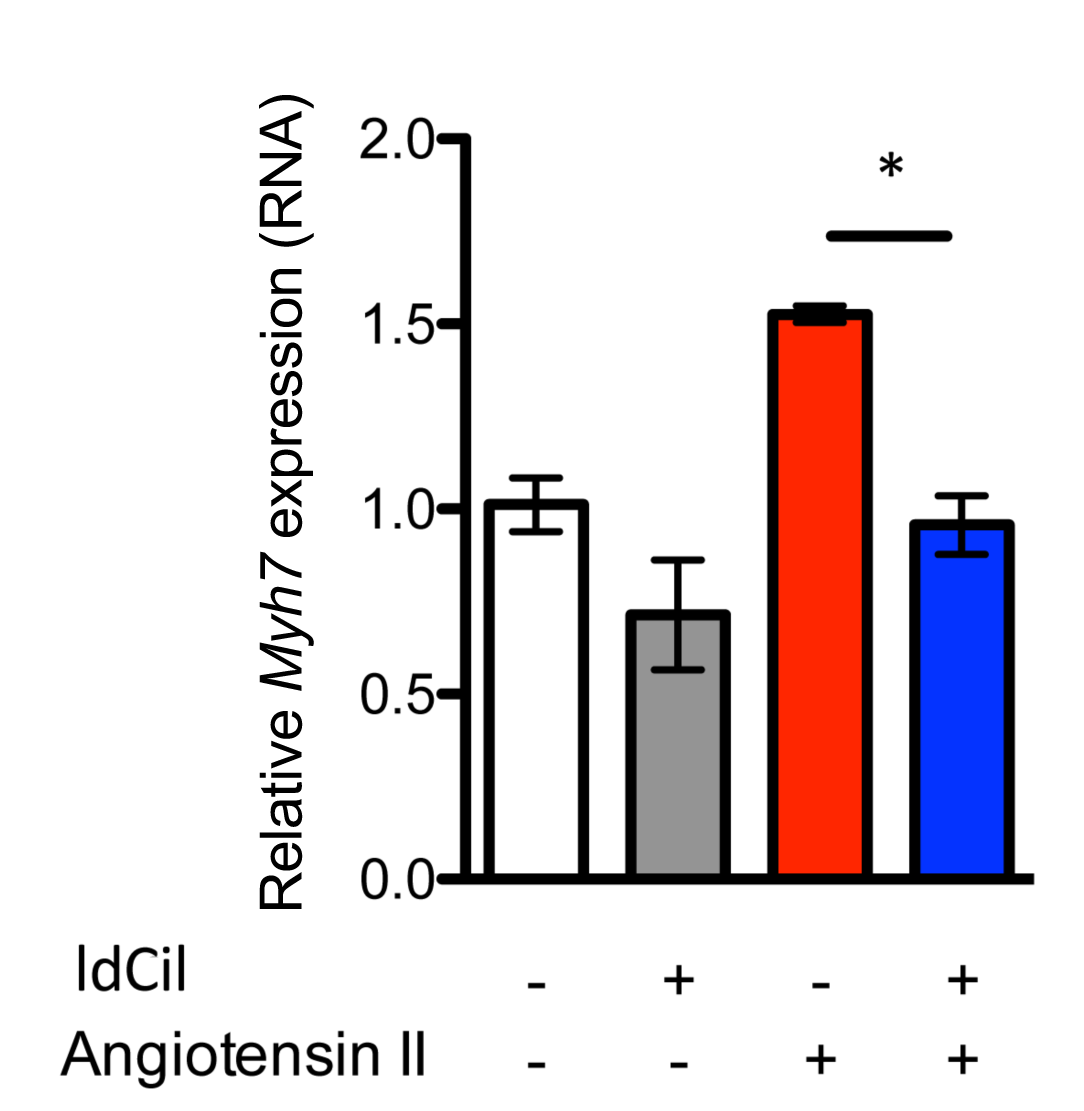
**

**Figure S5.** **ldCil treatment after AAC surgery restores *Myh7* transcript levels.** Mice underwent either sham or AAC surgery and were treated with vehicle alone or ldCil 3 weeks after surgery. Bar chart shows relative *Myh7* transcript expression from whole heart preparations, normalised to *Gapdh*. Mean ± SEM. Statistical analysis by one-way ANOVA with Tukey’s multiple comparison test *post hoc*. **p* < 0.05; *n* = 6 hearts per group.

**Figure S6. KEGG and REACTOME data indicate overlap between ldCil-treated AngII-stimulated cardiomyocytes and non-failing human heart enriched transcriptional pathways.** (A) Whole GSEA analyses underlying the data given in the heatmap of Figure 4E. Twenty-five common pathways were found when comparing GSEA data from mouse AngII-stimulated cardiomyocytes versus control cardiomyocytes; AngII-stimulated versus AngII-stimulated plus ldCil treatment and human idiopathic cardiac myopathy versus non-failing heart. Of these 25 pathways, 12 changed concordantly: four concordantly upregulated and eight downregulated pathways. (B) Whole GSEA analyses underlying the data given in the heatmap of Figure 4F. Eighteen common pathways were found when comparing GSEA data from mouse AngII-stimulated cardiomyocytes versus control cardiomyocytes; AngII-stimulated versus AngII-stimulated plus ldCil treatment and human ischaemic cardiac myopathy versus non-failing heart. Of these 18 pathways, six changed concordantly. Taken together, these data support that ldCil treatment reverses molecular signatures that are associated with human failing heart back to that of human non-failing heart.

***
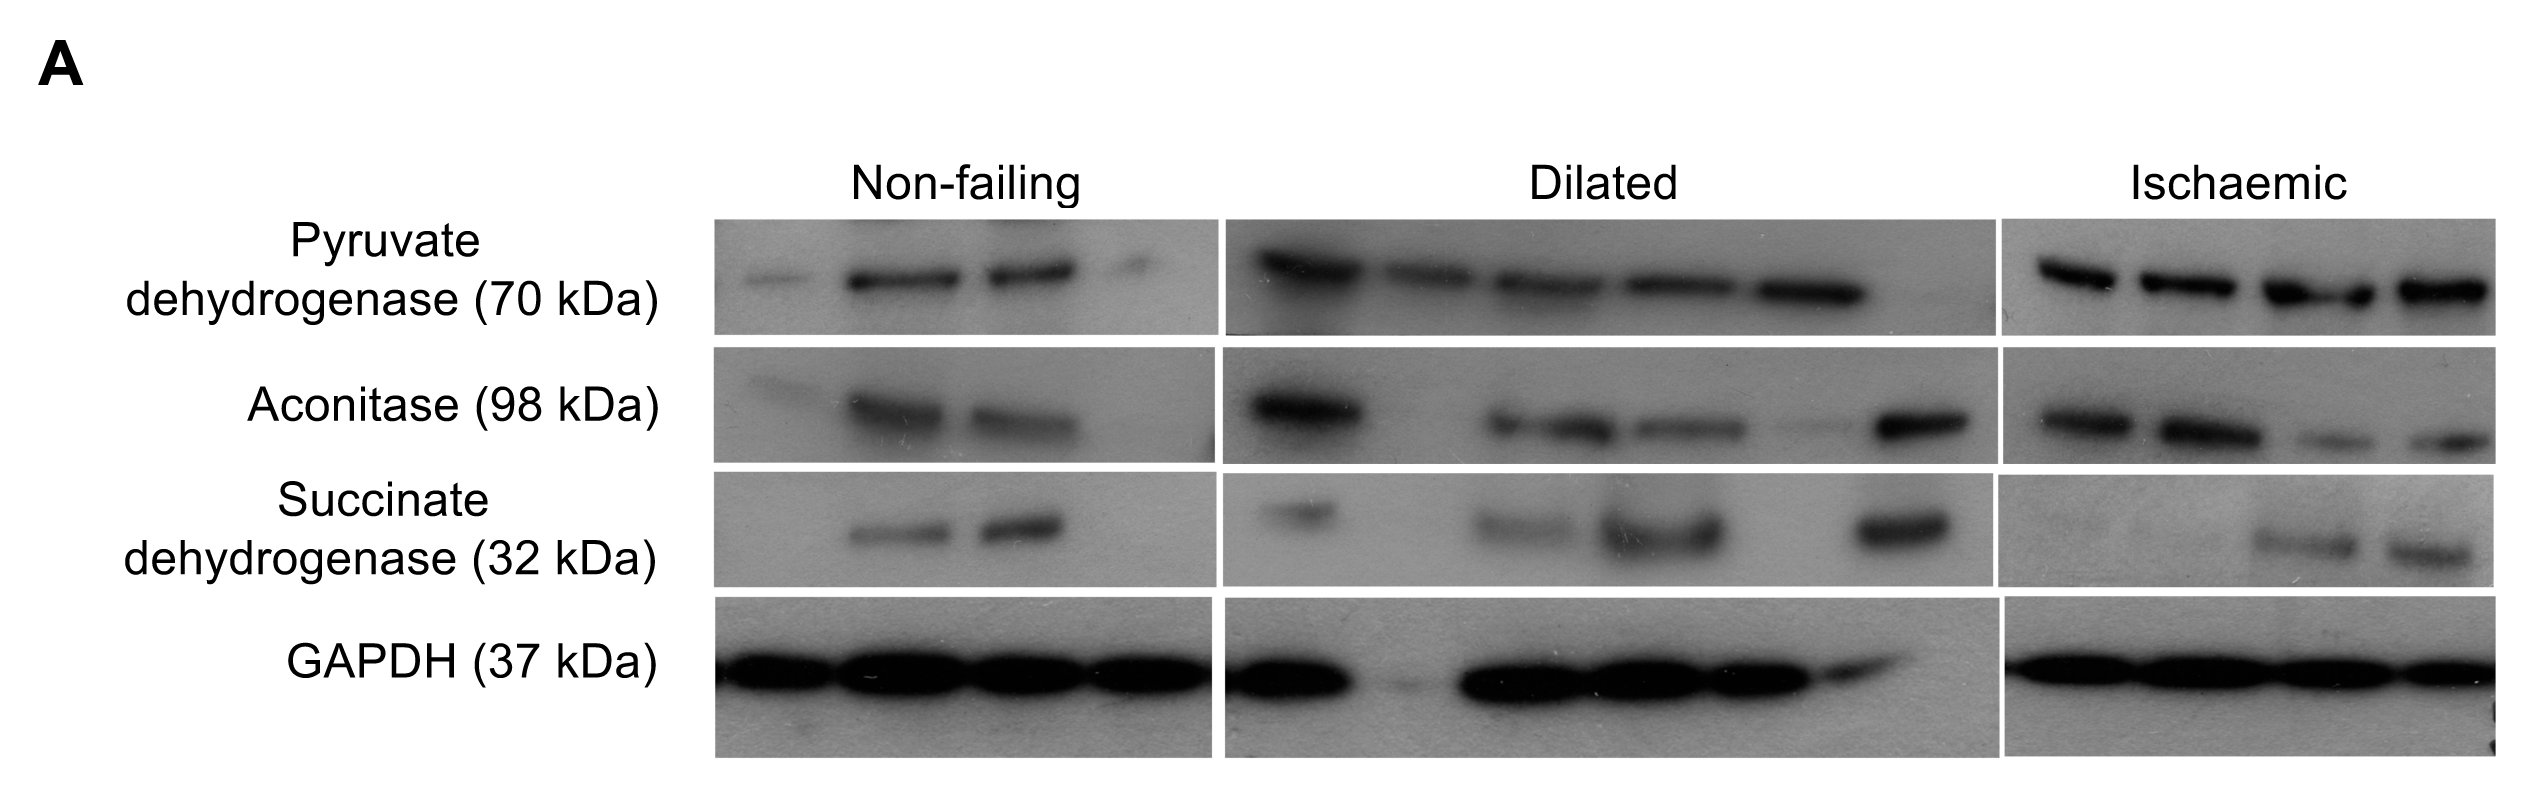
***

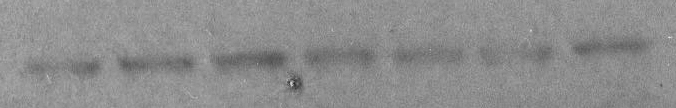

Ctrl

AngII

AngII + ldCil

Pyruvate

dehydrogenase

(70 kDa)

GAPDH

(37 kDa)

**B**

Ctrl

AngII

AngII +

ldCil

**Figure S7. Protein validation of common differentially expressed TCA-cycle enzymes** **in non-failing human and ldCil-treated AngII-stressed cardiomyocytes.** Western blotting and densitometric analysis. (A) Protein validation of RNA-Seq data hits from Figure 5E,F showing upregulation of the TCA-cycle enzymes aconitase, pyruvate dehydrogenase, and succinate dehydrogenase in dilated and ischaemic human cardiomyopathy whole-tissue protein lysates versus non-failing human heart protein lysates. *n*, 4–6 human tissue sample lysates per tissue type. Mean ± SEM. Student’s *t*-test, **p* < 0.05; ***p* < 0.01. (B) Low-dose cilengitide treatment of AngII-stressed mouse cardiomyocytes rescues the elevated expression of the TCA-cycle enzyme pyruvate dehydrogenase found to be upregulated in human failing hearts. Mean ± SD. *N*, 2 or 3 mouse cardiomyocyte preparations. Student’s *t*-test, **p* < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

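Gene expression was measured by RNA-Seq of poly(A)-captured RNA on an Illumina NextSeq in cultured mouse cardiomyocytes, in 15 libraries: 3 control, 4 AngII, 4 ldCil and 4 AngII + ldCil. By the submitters' notes, reads were aligned to GRCm38 with HISAT2 and counted with HTSeq. The versions of both tools, the annotation release and the strandedness are not given in the sources used here. The values used are log2 RPKM after the authors' conditional quantile normalisation, for 14337 genes. Read counts were not used here, so depth per library and its precision are not given. Gene identifiers were matched to the GENCODE M21 annotation of GRCm38: 14329 of the 14337 were found, 12695 of them with the same version. Gene length was known for 12840 of the genes tested.

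All computing used R 4.3.3 with limma 3.58.1 and fgsea 1.28.0. Genes with a mean log2 RPKM of at least 0 over the 15 libraries were tested, 12848 in all. Limma fitted 1 mean per group, with no covariate, to all 15 libraries, so that the groups share 1 estimate of the spread per gene, followed by empirical Bayes moderation with a trend on mean expression. The contrasts were AngII, AngII + ldCil and ldCil against control, AngII + ldCil against AngII, and the AngII by ldCil interaction. P-values are 2-sided and were adjusted by the Benjamini-Hochberg method over all genes tested. Thresholds were an adjusted p of 0.05 and, as in Fig. 4B, an unadjusted p of 0.01. Exact permutation tests went over each assignment of the libraries of the 2 groups compared.

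Lists of genes for pathways, cell states and cell type markers were written from textbook knowledge, 39 in all, and the 38 with at least 3 genes tested were used. They were tested with limma's camera at a preset correlation between genes of 0.01, adjusted over the lists of each contrast, and a list counts as called at an adjusted p under 0.05. The value given for a list is its median log2 fold change. Camera with a correlation estimated for each list, fry and fgsea were run as alternatives. For list means per library, each gene was centred on its mean over the 15 libraries.

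The groups, contrasts, tests, thresholds, lists and the rule for naming genes were set before the data were examined. That rule names each gene of the paper's text, Fig. 4A, Fig. 4B and Fig. 5A for these cells, genes of its other experiments, the genes with the smallest p in each direction of each contrast, and list members with the smallest p. The values shown in the paper's figures had been seen. The alternatives set at the same time were no filter, a filter at a mean log2 RPKM of 2, 0.1 or 1 added to RPKM, median centring, quantile normalisation, a fit of only the groups compared, moderation without a trend or with a robust one, library weights (arrayWeights), Spearman correlation, AngII libraries split 2 and 2, and each library left out in turn. Leaving out S5 and S16 together, the first component of the residuals (50.5% of their variance) as a covariate, and removing each library's trend with transcript length and GC content were chosen after seeing the data. The correlation between contrasts that share libraries was set beside 50 simulations of groups with no effect, and gene counts beside other splits of the libraries or 100 drawn regroupings (seed 1). The test was tested on simulated data with 100 changed genes of each size. With independent noise it recovered 55 genes at a log2 fold of 1 and 95 at a log2 fold of 2, with 4 unchanged genes called. With the residuals of the real libraries no unchanged gene was called. Residuals cancel out within each group, so unchanged genes had no fold to call. This setting therefore cannot show how often the test calls falsely.

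The endothelial cell experiment, the animal experiments and the human heart data were not analysed here. Some genes and 1 list that were tested are not reported here.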

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

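Chosen after the result was seen were the tests of S5 and of the cardiomyocyte share for oxidative phosphorylation, of S5 and S16 for PI3K-AKT signalling, and of macrophage content for the interferon genes, as well as the removal of length and GC trends and the share of selected genes over 0.05.

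Some libraries lay far from the others of their group, with a gap to the nearest other library above Dixon's 95% critical value for 4 samples. Chance marks about 1 in 20 groups, or 13 of the 255 groups checked, and 28 were marked, 12 of them among 111 groups of list means. By list mean relative to all libraries, the AngII library S5 stood apart for Notch signalling (−0.218), smooth muscle and pericyte markers (−0.395), the angiotensin system (−0.453) and mitochondrial ribosomal proteins (0.429). The ldCil library S11 stood apart for fibroblast markers (−0.124), neuronal and Schwann cell markers (−1.07), immediate early genes (0.721) and integrins and RGD ligands (0.171), and S12 for complexes III and IV (0.286) and endothelial markers (−0.166). The AngII + ldCil library S15 stood apart for the hypoxia response (0.857), and S16 for mRNA destabilisation (0.164). By log2 RPKM of single genes these were, with AngII, S5 for Mmaa (3.31), Tbx3 (1.26), Mknk2 (4.82) and Trip12 (6.57), and S8 for Lysmd4 (3.05), Diaph2 (4.19) and Itgav (6.31). With ldCil they were S11 for Faxc (2.01), Mknk2 (5.13) and Sdhb (6.30), and S12 for Ttll5 (3.58). With AngII + ldCil they were S14 for Ocrl (4.30), S15 for Lysmd4 (3.20), and S16 for Trip12 (7.13), Dlat (6.94) and Sdhb (6.88).

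The effect of AngII differed with and without ldCil in 9 lists by a test of the interaction with camera, each with an adjusted p of 0.768 with an estimated correlation. The median difference was −0.45 for glycolysis (16 of 20 genes lower, adjusted p = 0.00443), −0.44 for the hypoxia response (15 of 19 lower, adjusted p = 0.00443) and −0.27 for immediate early genes (20 of 28 lower, adjusted p = 0.0138). It was 0.12 for PI3K-AKT signalling (29 of 38 higher, adjusted p = 0.0169), 0.093 for insulin signalling (44 of 60, adjusted p = 0.0169), 0.16 for the p53 response (26 of 33, adjusted p = 0.0478), 0.40 for cholesterol synthesis (18 of 22, adjusted p = 0.0424), 0.28 for cytosolic ribosomal proteins (79 of 83, adjusted p = 0.00028) and 0.12 for mitochondrial ribosomal proteins (59 of 77, adjusted p = 0.0169). The calls of glycolysis, hypoxia and cytosolic ribosomal proteins ended without S16, with medians of −0.25, −0.32 and 0.17. That of immediate early genes ended without S2 (−0.28) or S6 (−0.17), that of insulin signalling without S5 (0.082), and that of PI3K-AKT signalling without S5 (0.10), S9 (0.14) or S16 (0.079), and it was at 0.18 without S6. Immediate early genes were at −0.16 without S11, and cytosolic ribosomal proteins at 0.52, 0.17, 0.19 and 0.48 without S5, S6, S7 and S15. That of the p53 response ended without S1, S2, S5, S7, S9, S10, S12 or S16 (0.076 to 0.18), that of cholesterol synthesis without S2, S5, S6, S7, S11, S12, S13 or S14 (0.12 to 0.37) and that of mitochondrial ribosomal proteins without S2, S6, S7, S8, S11, S14 or S16 (0.056 to 0.11). The p53 median was 0.24 without S11 and the mitochondrial ribosomal median 0.24 without S5.

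Cells given ldCil alone, which the figures for these cells do not show, differed from control in 5 lists by camera, each with an adjusted p of 0.973 with an estimated correlation. Immediate early genes were higher (median 0.22, 19 of 28 genes, adjusted p = 0.0065). Cholesterol synthesis (−0.26, 18 of 22 lower, adjusted p = 0.0144), the interferon response (−1.27, 22 of 23 lower, adjusted p = 6.47e-06), cytosolic ribosomal proteins (−0.26, 79 of 83 lower, adjusted p = 6.07e-09) and mitochondrial ribosomal proteins (−0.085, 61 of 77 lower, adjusted p = 0.00116) were lower. Without S11 the medians were 0.074, −0.00128, −0.50 and −0.060 for the immediate early, cholesterol, interferon and mitochondrial ribosomal lists, none of them called. Without S2, immediate early genes (0.13), cholesterol synthesis (−0.21) and mitochondrial ribosomal proteins (−0.092) were not called. The interferon median was −1.99 without S2, −0.75 without S3, −1.999 without S9, −1.91 without S10 and −0.67 without S12. Cytosolic ribosomal proteins were at −0.16 without S12, and mitochondrial ones at −0.13 without S3 and −0.14 without S9.

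The first pattern weighed is that genes differing with AngII no longer passed with AngII + ldCil. Of 100 drawn regroupings of the 11 libraries, 72 gave as large a share of selected genes over 0.05 as the real 36.4% (highest 100%), and 82 as low a correlation as the real −0.196 (lowest −0.91), so chance cannot be excluded. Selection of genes on the same libraries may therefore account for the share, and with the AngII libraries split the mean correlation was 0.114 (−0.3 to 0.574 over the splits), so shared libraries may account for its sign, though the splits go both ways. Splits with as many genes at an unadjusted p under 0.01 (of 35, with the real and highest other) numbered 7 for AngII against control (118 and 627), 3 for AngII + ldCil against control (111 and 243), 20 for AngII + ldCil against AngII (43 and 1450) and 11 for ldCil against control (33 and 668), so chance is not excluded for any of these counts. Splits that call several times the real count point to a structure of the samples other than treatment. On the first principal component libraries lay together across treatments, S1, S3, S5, S9 and S10 at 37.3 to 48.0 and S6, S7, S11, S12 and S15 at −42.0 to −38.0, with S2, S8, S13, S14 and S16 in between. The lowest log2 RPKM of a library was −6.48 to −5.73 in the first 5 and −3.39 to −2.82 in the second 5. It was −5.845 in S2, −5.11 in S13, −4.31 in S14, −2.888 in S16 and −2.817 in S8. The ranges of the 2 sets did not overlap, and S2 and S16 fell within them. Each library with a positive score on the first component had a minimum of −4.31 or lower. Each library with a negative score had one of −3.39 or higher. The minimum thus went with the grouping on the first component. It is 1 value per library, and its cause was not tested. Whether a preparation batch or exchanged samples lie behind the grouping on the first component was not tested, since the labels used here name no batch. Either would change what each contrast between groups means.

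The second pattern is the higher oxidative phosphorylation with AngII and the higher PI3K-AKT signalling with AngII + ldCil than with AngII. The oxidative phosphorylation median of 0.28 was 0.19 without S5 and 0.25 with length and GC trends removed (adjusted p = 1.35e-05 and 3.35e-12), which argues against either as the whole cause, while a larger cardiomyocyte share cannot be told apart, since the cardiomyocyte markers had a median of 0.161. The PI3K-AKT median of 0.14 was −0.0051 without S5 and S16. These 2 libraries have the lowest (−0.336) and highest (0.266) means of this list and were picked for that. Leaving them out had to shrink the difference, so this test cannot decide whether they explain it. They stay a candidate explanation. Splits with as large a median (of 35, with the real and highest other) numbered, for AngII against control, 7 for the TCA cycle (0.169 and 0.223), 3 for oxidative phosphorylation (0.279 and 0.324), 28 for PI3K-AKT (0.0645 and 0.146) and 28 for insulin signalling (0.0387 and 0.127), for AngII + ldCil against AngII, 32 (0.0105 and 0.236), 15 (0.0754 and 0.211), 10 (0.137 and 0.217) and 6 (0.0735 and 0.092), and for AngII + ldCil against control, 17 (0.113 and 0.352), 3 (0.205 and 0.267), 7 (0.1 and 0.134) and 22 (0.0203 and 0.0424). Chance is excluded for none of these medians, which are given without sign.

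The third pattern is the spread of interferon genes within groups. Removing length and GC trends left 99.9% of the spread within groups, which argues against such a trend as the cause. Macrophage content cannot be told apart, with a slope of 0.288 of the macrophage on the interferon list within groups, between the bounds set for the test. No biological explanation was tested, since the labels give none within a group.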

How the results depend on the processing

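Of 5771 values of 209 results for single genes, 5728 kept their direction and 43, in 16 results, reversed, while 180 passed an adjusted p under 0.05. Of 1169 values of 38 results for other lists, 962 kept direction and call, 197 lost the call and 10 reversed. With 0.1 or 1 added to RPKM, median centring, and eBayes without a trend or with a robust one, the counts of genes, the 4 lists and the reversal correlation kept their direction and side of the threshold or stayed within 1.5 times. The settings without S5 and S16 together, with the residual component and with length and GC trends removed, and the share over 0.05 itself, were chosen after seeing the data. Without the expression filter, genes at an unadjusted p under 0.01 numbered 243 (AngII against control), 200 (AngII + ldCil against control), 69 (ldCil against control). For AngII against control, TCA cycle was at 0.17, PI3K-AKT signalling was at −0.063. The share over 0.05 was 21.8%. With a mean log2 RPKM of at least 2, genes at an unadjusted p under 0.01 numbered 66 (AngII against control), 44 (AngII + ldCil against control), 8 (ldCil against control). With quantile normalisation, genes at an unadjusted p under 0.01 numbered 70 (AngII + ldCil against control), 12 (ldCil against control). With only the groups compared in the fit, genes at an unadjusted p under 0.01 numbered 247 (AngII against control), 380 (AngII + ldCil against control), 17 (AngII + ldCil against AngII). With library weights, genes passing an adjusted p under 0.05 numbered 6245 (AngII against control), 2311 (AngII + ldCil against control), 4048 (AngII + ldCil against AngII), 3 (ldCil against control), 2387 (the interaction). No regrouping is given with these weights, so the counts are uncalibrated. Genes at an unadjusted p under 0.01 numbered 5252 (AngII against control), 2378 (AngII + ldCil against control), 3469 (AngII + ldCil against AngII), 541 (ldCil against control). For AngII against control, PI3K-AKT signalling was at 0.025, insulin signalling was at −0.028, Itgb3 was at 0.016, Pdha1 was at 0.21, Sdhb was at −0.018. In AngII + ldCil against control, TCA cycle was at 0.23, Leo1 was at −0.013, Ttll5 was at 0.024. For AngII + ldCil against AngII, oxidative phosphorylation was at −0.030, PI3K-AKT signalling was at −0.014, insulin signalling was at 0.017, complex I was at 0.021, interferon response was at 1.13, Myh7 was at −0.52, Pdha1 was at −0.068, Vldlr was at −0.11, Mx2 was at 0.17. For ldCil against control, cholesterol synthesis was at 0.089, interferon response was at 0.025. The reversal correlation was −0.74. The share over 0.05 was 57.5%. With an estimated correlation, for AngII against control, TCA cycle was at 0.17 (adjusted p = 0.741), oxidative phosphorylation was at 0.28 (adjusted p = 0.636), insulin signalling was at −0.039 (adjusted p = 0.636). In AngII + ldCil against control, oxidative phosphorylation was at 0.21 (adjusted p = 0.963). For AngII + ldCil against AngII, oxidative phosphorylation was at −0.075 (adjusted p = 0.862), PI3K-AKT signalling was at 0.14 (adjusted p = 0.862), insulin signalling was at 0.074 (adjusted p = 0.862). By fry, for AngII against control, TCA cycle was at 0.17 (adjusted p = 0.777), oxidative phosphorylation was at 0.28 (adjusted p = 0.545), insulin signalling was at −0.039 (adjusted p = 0.545). In AngII + ldCil against control, oxidative phosphorylation was at 0.21 (adjusted p = 0.896). For AngII + ldCil against AngII, oxidative phosphorylation was at −0.075 (adjusted p = 0.939), PI3K-AKT signalling was at 0.14 (adjusted p = 0.939), insulin signalling was at 0.074 (adjusted p = 0.939). By Spearman correlation, the reversal correlation was −0.34. With the AngII libraries split between the comparisons, the reversal correlation was 0.11. Without S5 and S16 together, genes at an unadjusted p under 0.01 numbered 319 (AngII against control), 23 (AngII + ldCil against AngII), 64 (ldCil against control). For AngII against control, PI3K-AKT signalling was at 0.023, insulin signalling was at −0.024, Pdha1 was at 0.12, Sdhb was at −0.083. In AngII + ldCil against control, TCA cycle was at 0.25. For AngII + ldCil against AngII, TCA cycle was at 0.049, oxidative phosphorylation was at 0.044, PI3K-AKT signalling was at −0.0051, insulin signalling was at 0.040, complex I was at 0.10, p53 response was at −0.0088, interferon response was at 0.54, Myh7 was at −0.16, Itgav was at −0.045, Sdha was at 0.018, Suclg1 was at 0.022, Mx2 was at 0.15. The reversal correlation was −0.65. With the residual component as a covariate, genes passing an adjusted p under 0.05 numbered 285 (AngII against control), 390 (AngII + ldCil against control), 24 (ldCil against control). This covariate leaves the folds unchanged and lowers the spread, so smaller p-values follow by construction. Genes at an unadjusted p under 0.01 numbered 805 (AngII against control), 858 (AngII + ldCil against control), 110 (AngII + ldCil against AngII), 409 (ldCil against control). For AngII against control, insulin signalling was at −0.039. The share over 0.05 was 17.8%. With length and GC trends removed, in AngII + ldCil against control, insulin signalling was at −0.028. For AngII + ldCil against AngII, insulin signalling was at 0.034, Itgav was at −0.047.

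Leaving out 1 library at a time, genes at an unadjusted p under 0.01 numbered 40 to 281 (AngII against control), 29 to 195 (AngII + ldCil against control), 6 to 58 (ldCil against control), 14 to 159 (AngII + ldCil against AngII). The range for AngII against control was 0.13 to 0.27 for TCA cycle, −0.61 to 0.093 for Itgb3, −0.037 to 0.14 for Dlat, −0.10 to 0.023 for PI3K-AKT signalling, −0.077 to −0.024 for insulin signalling, −0.25 to 0.12 for Pdha1, −0.083 to 0.21 for Sdhb. The range for AngII + ldCil against control was 0.037 to 0.25 for TCA cycle, −0.11 to 0.014 for Ttll5. The range for AngII + ldCil against AngII was −0.14 to −0.0065 for oxidative phosphorylation, 0.054 to 0.19 for PI3K-AKT signalling, 0.020 to 0.12 for insulin signalling, −0.14 to 0.049 for complex I, −1.03 to 0.31 for interferon response, −0.027 to 0.34 for Pdha1, −0.37 to 0.15 for Itgb3, −0.23 to 0.16 for Pdhb, −0.10 to 0.19 for Sdhb, −0.019 to 0.19 for Itgav, −0.067 to 0.078 for TCA cycle, −0.18 to 0.0036 for fatty acid oxidation, −0.063 to 0.78 for Myh7, −0.29 to 0.080 for Sdha. It was 12% to 68% for the share over 0.05 and −0.61 to −0.027 for the reversal correlation. The filters change how many genes are tested and leaving out libraries lowers their number; for the other settings the cause was not tested. No paired analysis was possible because nothing pairs the libraries of different groups. Without read counts, what depth limits is unknown.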

Differences from the paper's values

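The genes the paper names in Fig. 4A all passed its threshold of an unadjusted p under 0.01, 9 higher and 13 lower, among 118 over all genes (70 higher and 48 lower). Those of the figure passing numbered 4 and 1 without S1, 1 and 1 without S3, 5 and 4 without S6, 6 and 5 without S7 and 3 and 8 with only the groups compared in the fit. The directions of the 21 genes of Fig. 5A match as well. 1 of these, Tshz2, lay below the expression filter and had an unadjusted p over 0.05 in both comparisons.

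The legend of Fig. 4 calls the genes protein coding. In the annotation used here 20 of the 22 are, while Lppos is a long non-coding RNA and Gm7658 a processed pseudogene.

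The paper states that the candidates shown in Fig. 4A and Fig. 4B were restored by ldCil, at an unadjusted p over 0.05 against control. The legend limits these to genes with high average expression. Here 20 of the 22 were over 0.05 by limma. Otub2 and Nlgn2 lay just under it (unadjusted p = 0.0475 and 0.0482 from limma), with log2 fold changes of −0.45 and −0.53. The paper's test is not named in the sources used here, so values this close to the threshold do not contradict the paper. Both genes were over 0.05 without S1, S5, S11 or S14, where other genes of the figure were under it. Nlgn2 was over it with 1 added to RPKM, and Otub2 with only the groups compared in the fit. Both stayed under it without S2, S12 or S16. All 22 were over 0.05 without S3, S6, S7, S8 or S15, while 6 were under it without S16, 5 without S2, 6 with only the groups compared in the fit and 15 with library weights (11 of them at an adjusted p under 0.05). Over all genes at an unadjusted p under 0.01 with AngII, 43 of 118 (36.4%) were over 0.05. The paper's statement does not cover this wider set.

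The paper states that pathways differing with AngII were no longer significant with AngII + ldCil. Of the 14 lists used here under an adjusted p of 0.1 with AngII, 7 remained under it with AngII + ldCil. These include complex I, complexes III and IV and ATP synthase, which are parts of oxidative phosphorylation, so the lists overlap. The interferon response and cytosolic ribosomal proteins, also among them, were called lower with ldCil alone as well. Oxidative phosphorylation was at an adjusted p of 3.88e-08 for AngII + ldCil against control. With an estimated correlation (0.963) or by fry (0.896) it was over 0.1, but so was it with AngII against control (0.636 and 0.545). The lists are not the paper's gene sets.

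The paper ranks PI3K-AKT signalling as the most strongly lowered pathway with AngII. Here its adjusted p was 0.0981, and smaller ones were found for the interferon response (8.01e-13), cytosolic ribosomal proteins (6.12e-08), the PERK-ATF4 response (8.49e-05), insulin signalling (0.0221) and cholesterol synthesis (0.0304). With an estimated correlation none of these passed, at 0.741 for PI3K-AKT signalling, cytosolic ribosomal proteins and cholesterol synthesis, 0.636 for the interferon response and insulin signalling and 0.522 for the PERK-ATF4 response. PI3K-AKT signalling was called without the expression filter (adjusted p = 0.0407), without S6 (0.0107) and without S7 (0.0164), and was at 0.023 without S5. Its direction with ldCil added to AngII, higher by 0.14, matches the paper's, but it was at −0.014 with library weights. It was at −0.0051 without S5 and S16. Those libraries were picked as the extremes of this list, so that value cannot decide on the direction.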

Other observations

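In cells given ldCil alone, Rln1 was higher than control by 1.96 (standard error 0.419), Zfp169 by 1.62 and Lcat by 1.21, and Fabp7 was at −1.56 (standard error 0.438), Casp6 at −0.65, Fosb at 2.25 (standard error 0.794) and Atf3 at 0.91 (standard error 0.356). No gene passed an adjusted p under 0.05 from limma (smallest adjusted p = 0.966). 251 had an unadjusted p under 0.05 and 33 one under 0.01, and with library weights 3 passed. For the interaction, 0 genes passed by limma (smallest adjusted p = 0.958), 496 had an unadjusted p under 0.05 and 75 one under 0.01.

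In AngII + ldCil against AngII, other lists were called by camera, each with an adjusted p of 0.862 with an estimated correlation. The p53 response was higher (median 0.25, 27 of 33 genes, adjusted p = 0.00175), with Atm at 0.65 and Ccng1 at 0.44, as were endothelial markers (0.46, 11 of 14, adjusted p = 0.0124), with Kdr at 0.98 (standard error 0.424), and cell cycle genes (0.17, 27 of 30, adjusted p = 0.0124), with Mcm7 at 0.44. The hypoxia response (−0.15, 15 of 19 lower, adjusted p = 0.0112), with P4ha1 at −0.33, interferon genes (−0.62, 21 of 23 lower, adjusted p = 0.023), complex I (−0.075, 28 of 36 lower, adjusted p = 0.0179) and fatty acid oxidation (−0.086, 17 of 23 lower, adjusted p = 0.0265) were lower. These calls ended without S5 or S16 for p53 (0.099 and 0.14), without S6, S7 or S13 for endothelial markers (0.34, 0.31 and 0.15), and without S6, S7, S13, S14 or S16 for hypoxia (−0.082, −0.085, −0.13, −0.083 and −0.041). For cell cycle they ended without S5, S6, S7, S13, S14 or S15 (0.14, 0.060, 0.017, 0.11, 0.14 and 0.16), and for interferon without S15 or S16 (−0.39 and −0.30), and it was at 0.31 without S5. For complex I they ended without S5 or S16 (0.049 and −0.032), and for fatty acid oxidation without S6, S7 or S16 (−0.12, −0.072 and 0.0036). Still called, but moved by over 1.5 times, were complex I without S6 or S8 (−0.12 and −0.14), fatty acid oxidation without S8 or S15 (−0.14 and −0.18), cell cycle without S8 (0.41), interferon without S6, S7 or S13 (−1.03, −0.98 and −0.93) and hypoxia without S5 or S15 (−0.26 and −0.40). The 27 lists not called had medians from −0.26 to 0.13.

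Genes of the paper's other experiments were measured here too. Myh7, the foetal beta myosin heavy chain, had a log2 RPKM of 6.11 ± 0.0622 (SD, n = 3) in control cells, 6.60 ± 0.383 (n = 4) with AngII and 7.08 ± 1.16 (n = 4) with AngII + ldCil, with adjusted p-values of 0.828 and 0.849 against control from limma. Myh7 was thus higher with AngII + ldCil than with AngII in the main fit. That direction turned without S16 (−0.063) and with library weights (−0.52). Between AngII and control, the integrin genes Itgb3 and Itgav were at −0.20 (standard error 0.368) and −0.24 (standard error 0.18), and Sdha was at 0.32, Pdhb at 0.20, Sdhb at 0.11, Dlat at 0.044 and Pdha1 at −0.12. None passed. Directions turned for Itgb3 without S3 (0.093), without S8 (0.055) and with library weights (0.016), for Dlat without S3 (−0.037) or S7 (−0.012), and for Sdhb and Pdha1 without S5 (−0.083 and 0.12) and with library weights (−0.018 and 0.21).

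Other lists for AngII against control had medians of 0.27 for foetal and hypertrophy genes (adjusted p = 0.154), 0.16 for cardiomyocyte markers (0.108), 0.10 for fibroblast markers (0.542), 0.051 for endothelial markers (0.893), 0.16 for smooth muscle and pericyte markers (0.333), 0.25 for epicardial markers (0.522) and −0.43 for neuronal and Schwann cell markers (0.522). Macrophage markers had a median of 0.27 and a mean of −0.19 (adjusted p = 0.817). The Spearman correlation of log2 fold change with transcript length was −0.0836 for AngII against control and 0.202 for AngII + ldCil against AngII, and 0.0372 for the latter with the trends removed.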
